# Glucose impairs tamoxifen responsiveness modulating connective tissue growth factor in breast cancer cells

**DOI:** 10.18632/oncotarget.22552

**Published:** 2017-11-20

**Authors:** Maria Rosaria Ambrosio, Vittoria D’Esposito, Valerio Costa, Domenico Liguoro, Francesca Collina, Monica Cantile, Nella Prevete, Carmela Passaro, Giusy Mosca, Michelino De Laurentiis, Maurizio Di Bonito, Gerardo Botti, Renato Franco, Francesco Beguinot, Alfredo Ciccodicola, Pietro Formisano

**Keywords:** breast cancer, tamoxifen, glucose, adipose tissue, connective tissue growth factor

## Abstract

Type 2 diabetes and obesity are negative prognostic factors in patients with breast cancer (BC). We found that sensitivity to tamoxifen was reduced by 2-fold by 25 mM glucose (High Glucose; HG) compared to 5.5 mM glucose (Low Glucose; LG) in MCF7 BC cells. Shifting from HG to LG ameliorated MCF7 cell responsiveness to tamoxifen. RNA-Sequencing of MCF7 BC cells revealed that cell cycle-related genes were mainly affected by glucose. Connective Tissue Growth Factor (CTGF) was identified as a glucose-induced modulator of cell sensitivity to tamoxifen. Co-culturing MCF7 cells with human adipocytes exposed to HG, enhanced CTGF mRNA levels and reduced tamoxifen responsiveness of BC cells. Inhibition of adipocyte-released IL8 reverted these effects. Interestingly, CTGF immuno-detection in bioptic specimens from women with estrogen receptor positive (ER^+^) BC correlated with hormone therapy resistance, distant metastases, reduced overall and disease-free survival. Thus, glucose affects tamoxifen responsiveness directly modulating CTGF in BC cells, and indirectly promoting IL8 release by adipocytes.

## INTRODUCTION

Breast cancer (BC) is the most common female malignant neoplasia with the highest incidence in the industrialized world [1]. Type 2 diabetes (T2D) is associated with a 20% increased risk of BC and a more aggressive phenotype [2, 3]. Moreover, up to 16% of BC patients suffer from T2D or impaired glucose tolerance [4]. Notably, hyperglycemia is correlated with a poorer therapeutic outcome and reduced drug response in BC [5, 6, 7].

Enhanced glucose uptake is a well-known metabolic hallmark of cancer cells [8]. Indeed, the anabolic urge of tumor cells drives them to adapt with profound metabolic changes, among which the most remarkable is known as the ‘Warburg effect’ [9]. Thus, hyperglycemia may be responsible for the excess of glucose supply for glucose-hungry cancer cells, also contributing to a more aggressive phenotype [10]. A possible effect of diabetes-related hyperglycemia on the outcome of chemotherapy for BC should not be neglected.

Besides acting on cancer cells, glucose may affect surrounding stromal cells, which in turn may interfere with anti-cancer drug response. The interactions between tumor cells and the associated stroma represent a powerful relationship that influences disease initiation, progression and patient prognosis [11, 12]. Consistently, the number of agents entering clinical trials that specifically target interactive pathways between neoplastic and stromal cells has increased [13]. A highly relevant component of tumor microenvironment in mammary gland is represented by adipose tissue [14]. Given the abundance and the proximity of adipocytes with tumor cells, they have been demonstrated to integrate inputs from the metabolic environment and promote growth and invasiveness of BC cells [15, 16]. Notably, recent studies suggested the active role of adipocytes in BC resistance to chemotherapy [17].

During the last decade, the significant reduction of the mortality for hormone-dependent BC is thought to be attributable to the widespread use of tamoxifen, a selective estrogen receptor modulator [18, 19, 20]. However, chemotherapy resistance continues to be a major problem in the treatment of cancer patients. Several studies have already revealed a number of mechanisms underlying tamoxifen resistance [21, 22, 23]. Nevertheless, understanding the molecular mechanisms and pathways involved in tamoxifen resistance is of huge clinical importance and could result in novel strategies to improve survival of diabetic patients with breast cancer.

## RESULTS

### Glucose impairs MCF7 cell responsiveness to tamoxifen

The effect of glucose on BC cell response to tamoxifen was addressed. MCF7 cells were cultured in 5.5mM glucose (Low Glucose; LG), corresponding to normal fasting glucose levels in humans, or in 25mM glucose (High Glucose; HG) corresponding to the regular culture condition for this cell line but resembling hyperglycemia in humans. As expected, cell proliferation rate was increased in HG compared to LG condition (data not shown). Thus, all further cell viability assays described were normalized *per* condition (HG or LG; see figure legends). The cells were treated with raising concentrations (0.1μM, 1μM and 5μM) of tamoxifen. As reported in Figure 1A, upon the treatment with the lower tamoxifen doses (0.1μM, 1μM), cell viability was significantly reduced in LG (≈30%; p<0.01), and not in HG, compared to positive control (Figure 1A). Interestingly, shifting LG cells to HG (LG→HG) during tamoxifen treatment (0.1μM) leads to a significant reduction of drug effect on cell viability (Figure 1B). Conversely, only the highest tamoxifen dose (5μM) significantly reduced cell viability in HG (≈20%; p<0.01; Figure 1A). Of note, shifting HG cells to LG (HG→LG), ameliorated tamoxifen responsiveness determining a significant reduction of cell viability (≈40%; p<0.01; Figure 1C). No difference in the levels of estrogen receptor (ER) was observed in both conditions (Supplementary Figure 1A).

**Figure 1:**
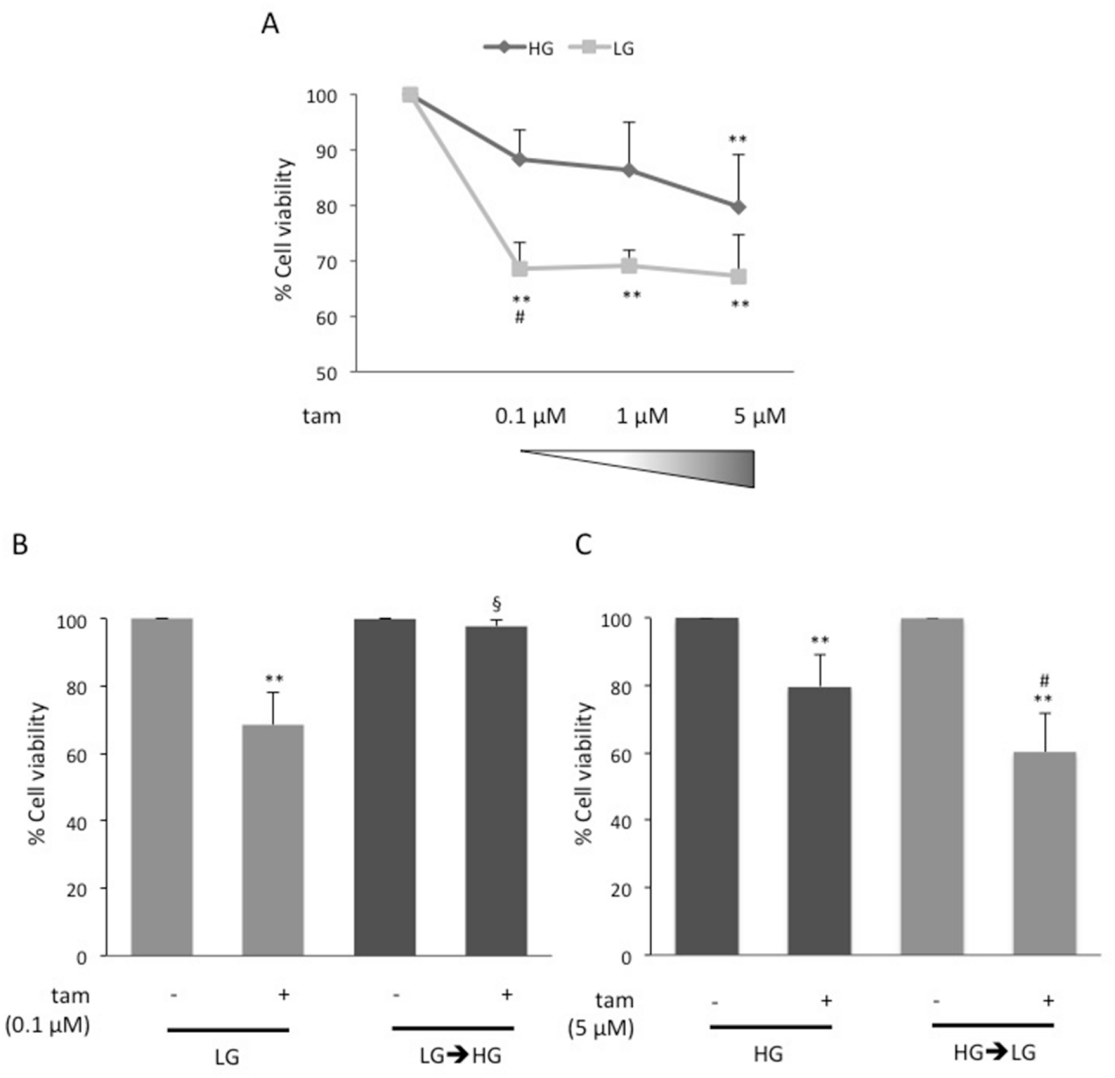
Effect of glucose on MCF7 cell responsiveness to tamoxifen **(A)** MCF7 cells grown in high glucose (25mM; HG) or in low glucose (5.5mM; LG), were treated with estradiol (100nM; E_2_) and raising concentration (0.1μM, 1μM, 5μM) of tamoxifen (tam); **(B)** LG cells were shifted to high glucose (LG→HG) during the treatment with E_2_ and 0.1μM tam; **(C)** HG cells were shifted in low glucose (HG→LG) when treated with E_2_and 5μM tam. For all the panels (A), (B) and (C), cell viability was assessed, after four days, by sulforhodamine B assay (see Methods). The results were reported as percentage of viable cells compared to positive control (cells treated with E_2_ alone), considered as maximum viability (100%). Data represent the mean ± SD of at least three independent triplicate experiments. ^*^ denote statistically significant values compared with positive control (^**^p<0.01); ^§^ denote statistically significant values compared with tam treatment in LG cells (^§^p<0.01). ^#^ denote statistically significant values compared with tam treatment in HG cells (^#^p<0.05). See also Supplementary Figure 1.

### RNA-Seq identifies CTGF as a glucose-induced factor that impairs MCF7 cell sensitivity to tamoxifen

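MCF7, an established estrogen receptor-positive breast cancer cell line, was grown in 25 mM glucose (HG) or grown in 25 mM glucose and shifted to 5.5 mM glucose (HG→LG), and 1 paired-end RNA-Seq library was analyzed for each condition. Neither the length of the shift nor any estradiol treatment of the sequenced cells is given in the sources used here. The HG library held 65053315 counts and the HG→LG library 77097911 counts over 19135 genes, of which 16416 and 16557, respectively, had at least 1 count. The authors mapped the reads to hg19 with TopHat 2.0.10, kept uniquely mapping reads and counted them on protein-coding RefSeq genes, and they deposited these counts together with a normalized value per gene. From the counts, genes with low coverage were removed by a proportion test at 1 CPM (adjusted p of 0.05), which left 12303 genes, and the libraries were scaled by their upper quartile. As in the paper, differential expression was called at a NOISeq probability of 0.8 or more, here with the simulated form of the method rebuilt from its description, with 5 simulated replicates per library holding 20% of the reads and varying in depth by 2%. A rule of size was applied beside it, a fold of at least 1.5 whose exact 95% Clopper-Pearson counting interval excluded 1. With 1 library per condition no difference has a replicate check, so both rules compare these libraries and not the conditions, and the intervals cover counting error only. The depth mainly sets the precision of weakly expressed genes, since a gene needed 81 or more counts in its larger library to be tested. Gene lists were fixed before the data were examined, and the median log2 fold of each was placed among 10000 random lists of the same size matched on mean expression.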

RNA-Seq was used to evaluate global changes in the transcriptome of HG and HG→LG BC cells (GEO accession no. GSE97647). Interestingly, a variation in the expression levels of about 500 genes (Figure 2A and Supplementary Figure 1B) was observed upon glucose lowering. 

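Most transcripts differed little between the libraries, and the change with the largest size among DEGs was that of WTH3DI, a RAB6-like gene also named RAB6D. WTH3DI had 850 counts in HG and 269 in HG→LG, a fold of 0.272 (95% counting interval 0.237 to 0.313), but it is a near copy of other RAB6 genes, so the split of reads between them is uncertain. EGR3, an early growth response transcription factor, RASD1, a Ras-like GTPase, CHAC1, an enzyme of glutathione degradation, and CTGF were also lower in HG→LG by both rules, and CLGN, an endoplasmic reticulum chaperone, was higher by both. The fold of CLGN was 1.56 (95% counting interval 1.42 to 1.71), that of RASD1 was 0.592 (0.542 to 0.646) and that of CHAC1 was 0.595 (0.567 to 0.625). These 6 genes were the only ones past both rules, at 714 genes past the probability of 0.8 and 44 higher and 47 lower genes past the rule of size. Of the 12303 genes tested, 91.6% had a fold under 1.2 in either direction, and the log2 fold was -0.25 at the 5th percentile of these genes and 0.24 at the 95th percentile. The DEGs had a median of 13563 reads over both libraries against 5036 for all genes tested. With the trend of the fold with transcript length and GC content removed, 458 genes passed the probability of 0.8, a setting chosen after the data were seen.

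**Figure D1:**
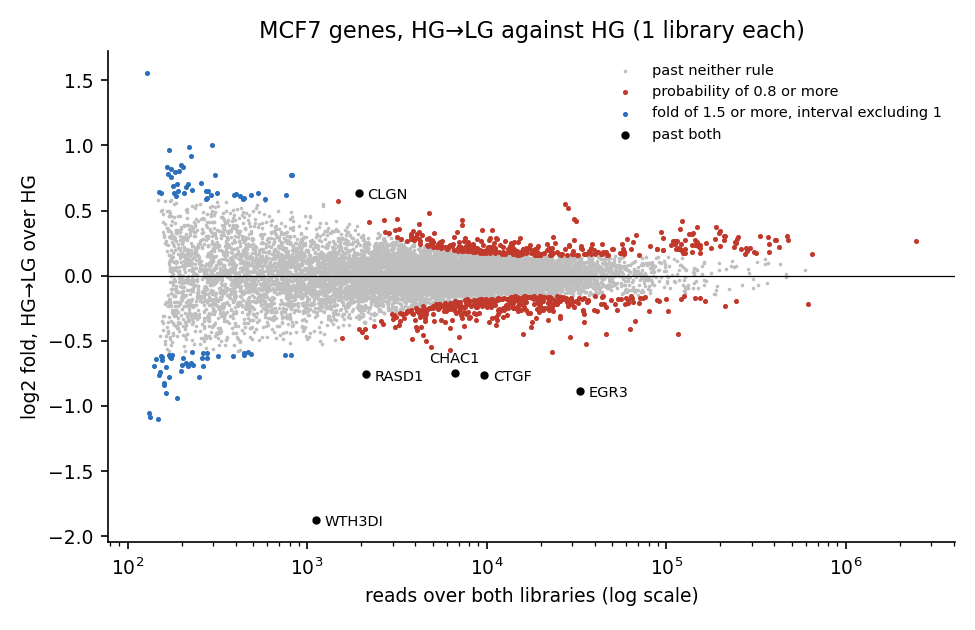
Log2 fold of HG→LG over HG (vertical axis) against the reads of each gene over both libraries (horizontal axis, log scale), 1 point per gene tested, colored by the rule it passed. The 6 genes past both rules are named, and WTH3DI lies lowest at a log2 fold of -1.88.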

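In HG→LG cells 342 genes were up-regulated and 372 were down-regulated at a probability of 0.8 or more, with a median fold of 1.16 among the former and 0.858 among the latter. HSPA1A and HSPA1B, inducible heat shock proteins encoded by near-identical genes that share reads, had log2 folds of 0.52 and 0.55. Among the up-regulated genes were also the endoplasmic reticulum cochaperone DNAJB9, with a fold of 1.31, and the interferon-induced IFI27, with a fold of 1.40. The down-regulated genes included DDIT4, a stress-induced inhibitor of mTOR signaling, with a fold of 0.753 (0.742 to 0.765), and KRT8, a keratin of luminal cells and 1 of the 10 genes with most reads, with a fold of 0.859. Of 40 measured immediate-early genes, which respond first to growth factors and stress, 21 fell, none rose and 19 did not pass the probability of 0.8. Among those that did not pass, BTG2 had a fold of 1.23 (95% counting interval 1.13 to 1.35) and IER5 a fold of 1.06 (1.02 to 1.10). The median log2 fold of the 40 genes was -0.27 (95% Poisson range -0.31 to -0.24), below every one of the 10000 random lists. Among the 40 are ATF3, EGR1, EGR2, EGR3, FOS, FOSB and JUN. The study selected these genes on the same libraries, so the median and its rank are not independent of that choice. When the libraries were scaled by total counts, 192 genes were up-regulated and 572 down-regulated, so that 74.9% of the DEGs were lower against 52.1% with the upper quartile.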

In detail, 310 and 184 genes were up- and down-regulated, respectively when the cells were shifted to LG. Enrichment analysis revealed that 70 differentially expressed genes (DEGs) belong to “Cell cycle” pathway (Figure 2B). 

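The cell cycle lists used here were fixed for this re-analysis and are not the PANTHER pathway of the paper. Of the genes of Fig. 2C they hold only E2F2 and E2F7. The paper drew its cell cycle enrichment from these same libraries, so the counts below are not an independent check of it. Of 126 measured genes of S phase, of G2 and M phase, and of the G1/S transition, 26 fell in HG→LG cells at a probability of 0.8 or more, none rose and 100 did not pass, a share of 20.6% against 3.02% of all genes tested. In random lists matched on expression, 2 to 12 genes were lower by this rule in the central 95%. The median log2 fold of the whole list was -0.08 (95% Poisson range -0.09 to -0.07), below every random list, with 96 genes below 0 and 30 above. Among 43 genes of DNA replication and S phase, 10 fell, with DTL, a subunit of a ubiquitin ligase for replication factors, at a fold of 0.791 (95% counting interval 0.753 to 0.831) and E2F8, a repressor of the E2F family, at 0.828. Among 57 genes of G2 and M phase, 11 fell, with the proliferation marker MKI67 at a fold of 0.786 (0.774 to 0.798) and BIRC5, which encodes survivin, at 0.848 (0.826 to 0.871). The mitotic cyclin CCNB1 had a fold of 0.974 and the S phase cyclin CCNA2 a fold of 0.953, neither past the probability of 0.8. Of 28 regulators of the G1/S transition 6 fell, and the median log2 fold of this list, -0.021 (95% Poisson range -0.049 to 0.0076), lay at the 14.0th percentile of random lists and so inside their central 95%. It was -0.049 with total counts and -0.013 with the trend with transcript length and GC content removed. No list member passed the rule of size. The number of members past the probability of 0.8 was 3 with no filter on low counts and 9 with at least 10 counts in both libraries. In these settings 39 and 189 of all genes passed. It was 35 with total counts and 34 with the trend with transcript length and GC content removed, where 764 and 458 of all genes passed.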

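ATF3, CTGF, CYR61, E2F2, E2F7, EGR1, EGR2, EGR3, FOS, FOSB and JUN were all lower in HG→LG, and all 11 passed the probability of 0.8. EGR1, an early growth response transcription factor, was the most abundant of them, with 67636 scaled counts in HG and 49673 in HG→LG, a fold of 0.734 (95% counting interval 0.726 to 0.743). FOS, FOSB and JUN encode subunits of the AP-1 transcription factor and had folds of 0.763 (0.741 to 0.786), 0.673 and 0.668 (0.651 to 0.685). ATF3, a stress-induced transcription factor, had 2537 counts in HG and 2078 in HG→LG, a fold of 0.705. Probabilities ran from 0.933 for E2F2 to 0.996 for EGR3. EGR3 and CTGF also passed the rule of size, whereas the other 9 had folds between 1 and 1.5 in the direction of HG. These genes were chosen by the study on these libraries, so their shared direction is not independent evidence.

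**Figure D2:**
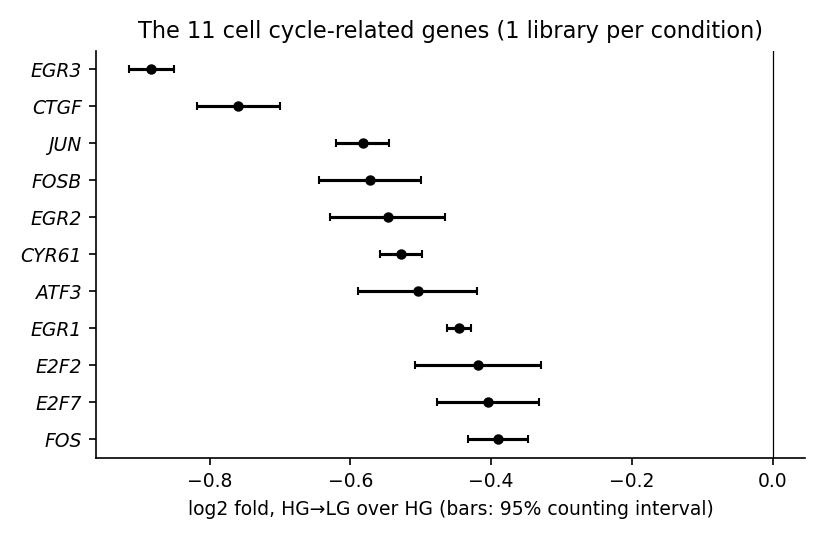
Log2 fold of HG→LG over HG for the 11 genes, each a point with its 95% counting interval, from 1 library per condition. All intervals lie below 0, from EGR3 at -0.88 to FOS at -0.39.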

Eleven out of 70 cell cycle-related DEGs - that displayed a more robust alteration after cell shift (Posterior probability ≥ 0.8) - were selected for further validation (Figure 2C). 

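In the RNA-Seq libraries, the cell cycle-related genes with primers in Table 1, namely CYR61, EGR3, JUN, EGR2, E2F7, E2F2 and CTGF, had a median log2 fold of -0.55 (95% Poisson range -0.60 to -0.51). EGR3 was 45.8% lower in HG→LG than in HG, with 20316 counts in HG and 12797 in HG→LG. EGR2, another early growth response factor, was 31.5% lower, with 2745 and 2183 counts. E2F2, an activator of S phase genes, was 25.2% lower (2179 and 1894 counts), and E2F7, a repressor of the same family, was 24.4% lower (3327 and 2921 counts). EGR1, ATF3, FOS and FOSB were 26.6%, 29.5%, 23.7% and 32.7% lower, so both sets overlapped in the size of their RNA-Seq change. HPRT1, whose transcript is the internal standard of the PCR, had 5170 counts in HG and 6159 in HG→LG, a fold of 1.03 after scaling (95% counting interval 0.988 to 1.06).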

Remarkably, the significant down-regulation observed by RNA-Seq was confirmed for 7 out of 11 genes in three independent experiments (Figure 2D). 

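CTGF, a secreted matricellular protein of the CCN family also named CCN2, was 40.9% lower in HG→LG than in HG, with 5766 counts in HG and 3958 in HG→LG and a fold of 0.591 (95% counting interval 0.567 to 0.615). Its NOISeq probability was 0.993. CTGF lies on chromosome 6 of GRCh37 from 132269316 to 132272512 on the minus strand. CYR61, the related protein CCN1, was 30.6% lower, with 19757 counts in HG and 15919 in HG→LG, a fold of 0.694 (0.679 to 0.708) and a probability of 0.978. CYR61 lies on chromosome 1 from 86046444 to 86050272 on the plus strand. The intervals of both folds excluded 1, and they did not overlap each other. Of the 6 CCN family genes these were the 2 that passed the filter on low coverage, while NOV had 49 and 50 counts and WISP2 had 79 and 52 counts in HG and HG→LG. Of 16 measured targets of the YAP/TAZ-TEAD complex, a regulator of both genes, CTGF, CYR61 and AMOTL2 fell, none rose and 13 did not pass the probability of 0.8. ANKRD1, another such target, had a fold of 0.758 (0.631 to 0.909) without passing it. From the lower levels of CTGF and CYR61 in the RNA-Seq data and in its separate PCR experiments, the paper states that both genes were down-modulated upon the exposure to low glucose.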

RNA-Seq data and independent confirmatory experiments indicated that *CTGF* and *CYR61* - immediate-early genes of the CCN family - were significantly down-modulated upon the exposure to LG. Their possible contribution to MCF7 cell sensitivity to tamoxifen was hypothesized because they encode growth factors - that mediate early response to external *stimuli* - whose expression levels have been associated with breast cancer progression [24]. Interestingly, *CTGF* knockdown in HG cells (*CTGF*_siRNA_ cells; Figure 3A and Supplementary Figure 1C) significantly increased BC cell sensitivity to tamoxifen (≈40% cell viability; p<0.001; Figure 3B). A similar effect on cell viability was not determined by tamoxifen upon *CYR61* knockdown (*CYR61*_siRNA_ cells; Figure 3C-3D). Moreover, *CTGF* knockdown in HG cells did not affect the expression of the other “Cell cycle”-related DEGs, indicating that they may act independently (Supplementary Figure 1D). Overall, the increase in drug responsiveness observed in *CTGF*_siRNA_ cells was comparable to the effect of glucose lowering (see Figure 1C). Accordingly, the shift of tamoxifen-sensitive LG cells to HG induced *CTGF* mRNA expression (p<0.01; Figure 4A). Higher levels of CTGF protein in HG cells (compared to LG cells) were also observed (Figure 4B). Such glucose-mediated induction of *CTGF* further confirmed the RNA-Seq data (Supplementary Figure 1E). To assess if CTGF controls the sensitivity of LG cells to tamoxifen, MCF7 cells were treated with the drug in presence (or absence) of raising concentration of human recombinant CTGF protein (rCTGF). 500 ng/mL rCTGF significantly reduced tamoxifen responsiveness of LG cells (Figure 4C) to levels similar to those detected when LG cells were shifted to HG (see Figure 1B). At variance, lower rCTGF doses (50 and 100 ng/mL) had no effect (Figure 4C). Accordingly, *CTGF* knockdown in LG cells (*CTGF*_siRNA_ cells; Figure 4D) significantly increased BC cell sensitivity to tamoxifen (0.1μM and 5μM, ≈40% and ≈75% cell viability, respectively; Figure 4D).

**Figure 2:**
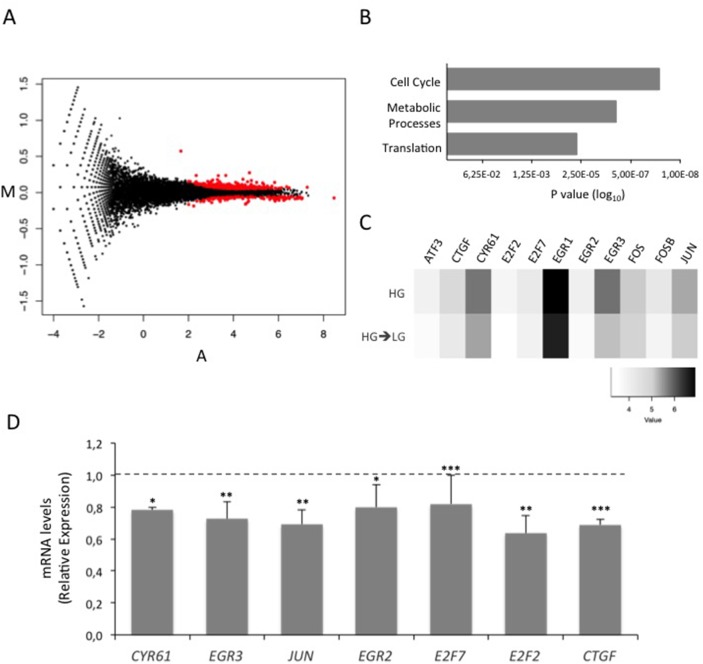
Effect of glucose on MCF7 cell transcriptome **(A)** Standard MA plot (M, log ratios and A, mean average) of normalized (upper quartile) RNA-Seq data for each RefSeq gene. The y-axis reports logFC (fold-change), the x-axis the average log intensity (A) for each gene (indicated as dots). Red dots indicate genes that differentially expressed (P≥0.8) in the HG vs HG->LG comparison. **(B)** Bar graph showing the most significant gene pathways enriched with DEGs after the shift of MCF7 cells from high glucose (25mM; HG) to low glucose (5.5mM; HG→LG). **(C)** Heatmap of log-transformed normalized gene expression values for a small subset of highly significant deregulated genes belonging to “Cell cycle” pathway. **(D)** MCF7 cells grown HG (dotted line) were shifted in LG (HG→LG) during the treatment with estradiol (100nM; E_2_). After four days, mRNA expression levels of “Cell cycle” DEGs were determined by qRealTime-PCR (see Methods and Table 1). Data were normalized on Hypoxanthine Guanine Phosphoribosyl Transferase (*HPRT*) gene as internal standard. Bars represent the mean ± SD of three independent triplicate experiments and show the mRNA levels of DEGs in HG→LG cells relative to those in HG cells. ^*^ denote statistically significant values (^*^p<0.05, ^**^p<0.01, ^***^p<0.001). See also Supplementary Figure 1.

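Of 78 measured cytosolic ribosomal protein genes, 67 rose at a probability of 0.8 or more, none fell and 11 did not pass, with a median log2 fold of 0.23 (95% Poisson range 0.22 to 0.23). RPS11 and RPL31 had the largest folds, 1.30 (95% counting interval 1.29 to 1.31) and 1.30 (1.28 to 1.31). Many ribosomal protein genes have processed pseudogenes that can share reads with them, so single folds are uncertain. The random lists matched to the ribosomal protein genes held 7 to 18 higher genes in their central 95%. Of 41 translation factors 10 rose and none fell, where 1 to 8 genes were higher in matched random lists. Those that rose included EIF3F, an initiation factor subunit, with a fold of 1.23. The elongation factor EEF1A1, the gene with most reads, also rose, with a log2 fold of 0.27. The median of the translation factors, 0.082 on the log2 scale, was 0.053 with total counts, 0.046 with the authors' normalized values and 0.046 with the trend with transcript length and GC content removed. None of 20 aminoacyl-tRNA synthetase genes passed. Of 52 subunits of the respiratory chain 11 rose and none fell, against 0 to 7 higher genes in matched random lists, with NDUFA8 at a fold of 1.18. This median, 0.09 on the log2 scale, was 0.02 with this trend removed, at the 88.9th percentile of random lists. Of 20 genes of fatty acid synthesis 7 fell and none rose, with ACACB, an acetyl-CoA carboxylase, at a fold of 0.785 and fatty acid synthase (FASN) at 0.827. Of 25 genes of cholesterol synthesis and uptake 6 fell and none rose, with mevalonate kinase (MVK) at a fold of 0.815. For fatty acid synthesis and for cholesterol synthesis, matched random lists held 0 to 3 lower genes each. Glycolysis and the tricarboxylic acid cycle each had 1 lower gene, PFKP and PC, of 21 and 25 measured, and the pentose phosphate, serine and one-carbon genes had none of 16. These counts lay inside the matched random ranges, 0 to 3 lower genes for glycolysis and 0 to 4 for the tricarboxylic acid cycle. The median log2 fold of glycolysis, -0.0365, lay at the 4.06th percentile of random lists, inside their central 95%. With this trend removed it was -0.047, at the 0.82nd percentile and so outside it.

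**Figure D3:**
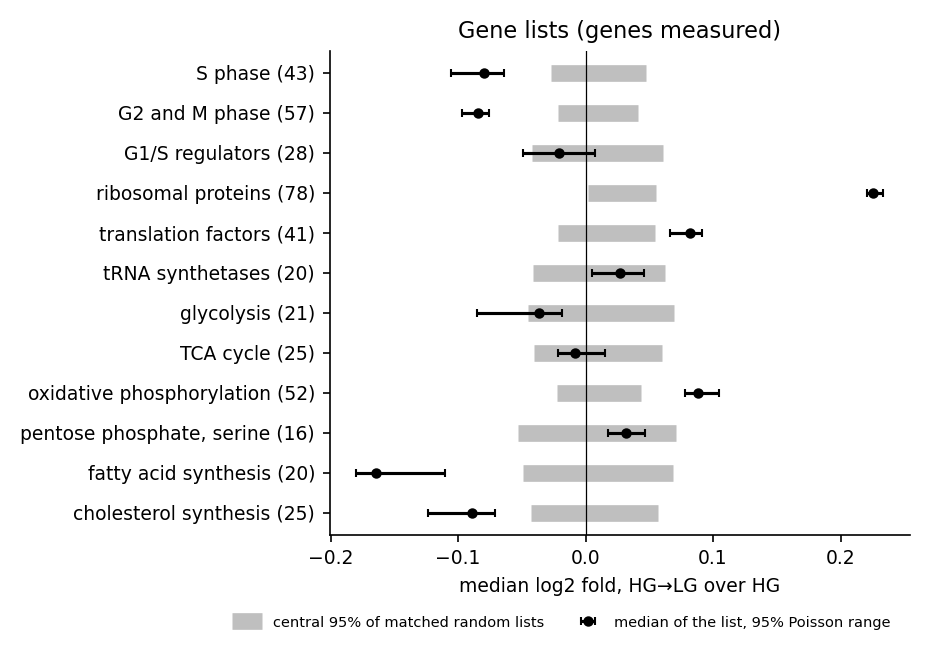
Median log2 fold of HG→LG over HG for 12 gene lists, with the number of genes measured in parentheses, as points with their 95% Poisson range, and the central 95% of matched random lists as gray bars. Ribosomal proteins lie highest at 0.23 and fatty acid synthesis lowest at -0.16.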

**Figure 3:**
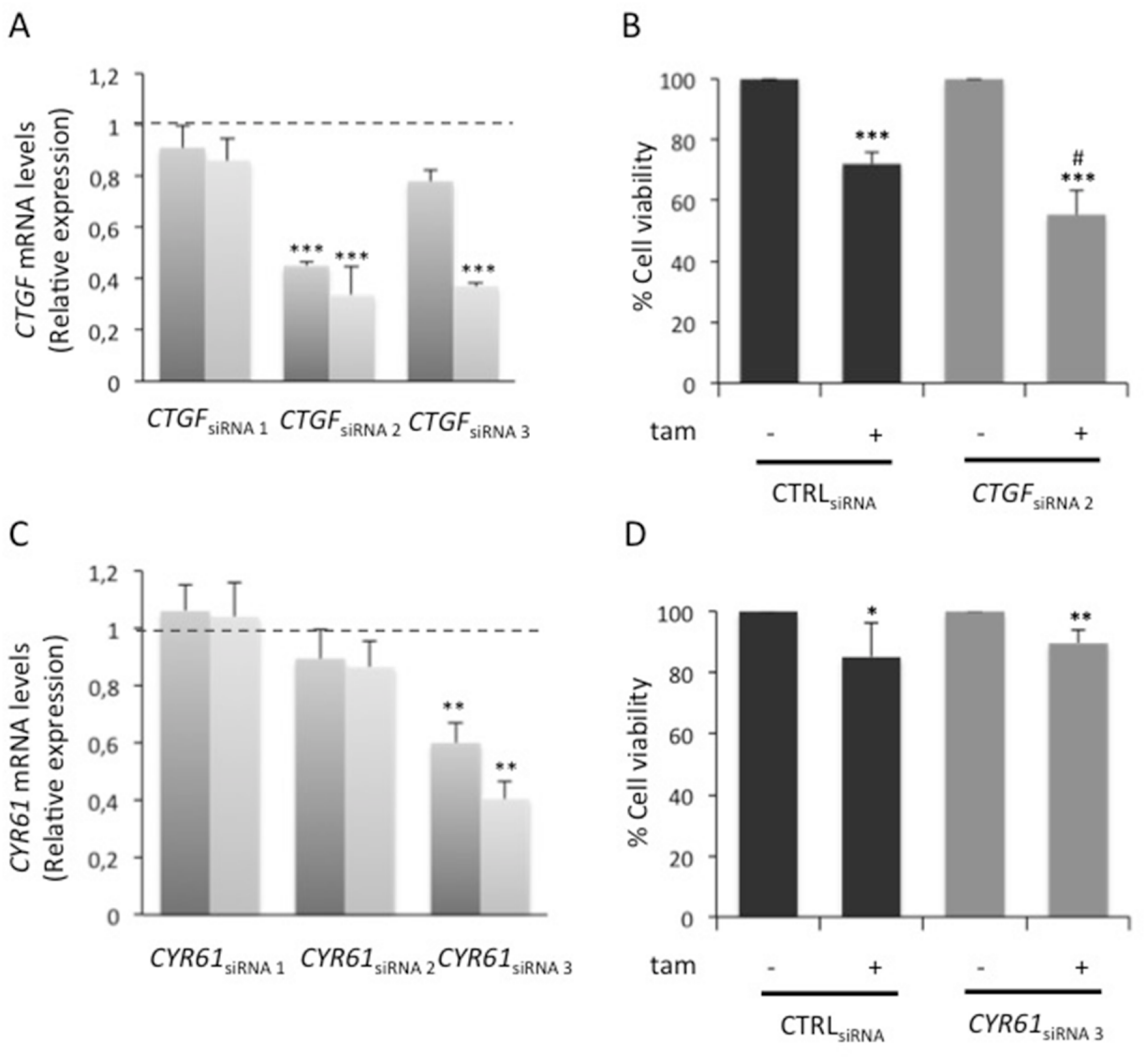
Role of glucose-induced CTGF on HG cell responsiveness to tamoxifen **(A)** MCF7 cells cultured in high glucose medium (25mM; HG) were transfected (see Methods) with three different siRNAs recognizing *CTGF* (10nM; *CTGF*_siRNA_) or with a control siRNA (10nM; CTRL_siRNA_); **(C)** HG cells were transfected with three different siRNAs recognizing *CYR61* (1nM; *CYR61*_siRNA_ cells) or with a control siRNA (1nM; CTRL_siRNA_). For both panels (A) and (C), after 6 hours, the cells were feed with complete medium and incubated for further 24 or 48 hours. The efficiency of siRNAs activity was assessed by qRealTime-PCR, as described in Methods. Data were normalized on Hypoxanthine Guanine Phosphoribosyl Transferase (*HPRT)* gene as internal standard. Bars represent the mean ± SD of three independent triplicate experiments and show the mRNA expression levels of (A) *CTGF* in *CTGF*_siRNA_ cells and (C) *CYR61* in *CYR61*_siRNA_ cells, both relative to those in CTRL_siRNA_ cells (dotted line), after 24 (dark grey columns) and 48 hours (light grey columns) transfection. ^*^ denote statistically significant values (^**^p<0.01; ^***^p<0.001). **(B)** HG cells transfected with selected CTGF siRNA (*CTGF*_siRNA 2_) or with control siRNA (CTRL_siRNA_) were treated with E_2_ (100nM) and tam (5μM); **(D)** HG cells transfected with selected CYR61 siRNA (*CYR61*_siRNA 3_) and with control siRNA (CTRL_siRNA_) were treated with E_2_ and tam (5μM). For both panels (B) and (D), as positive control, the cells were treated with E_2_ alone. After 24 hours, cell viability was determined, by sulforhodamine B assay (see Methods). The results were reported as percentage of viable cells compared with positive control considered as 100% viability. Data represent the mean ± SD of three independent triplicate experiments. ^*^ denote statistically significant values compared with positive control (^*^p<0.05, ^**^p<0.01, ^***^p<0.001); # denote statistically significant values compared with tam treatment in CTRL_siRNA_ cells (^#^p<0.01).

**Figure 4:**
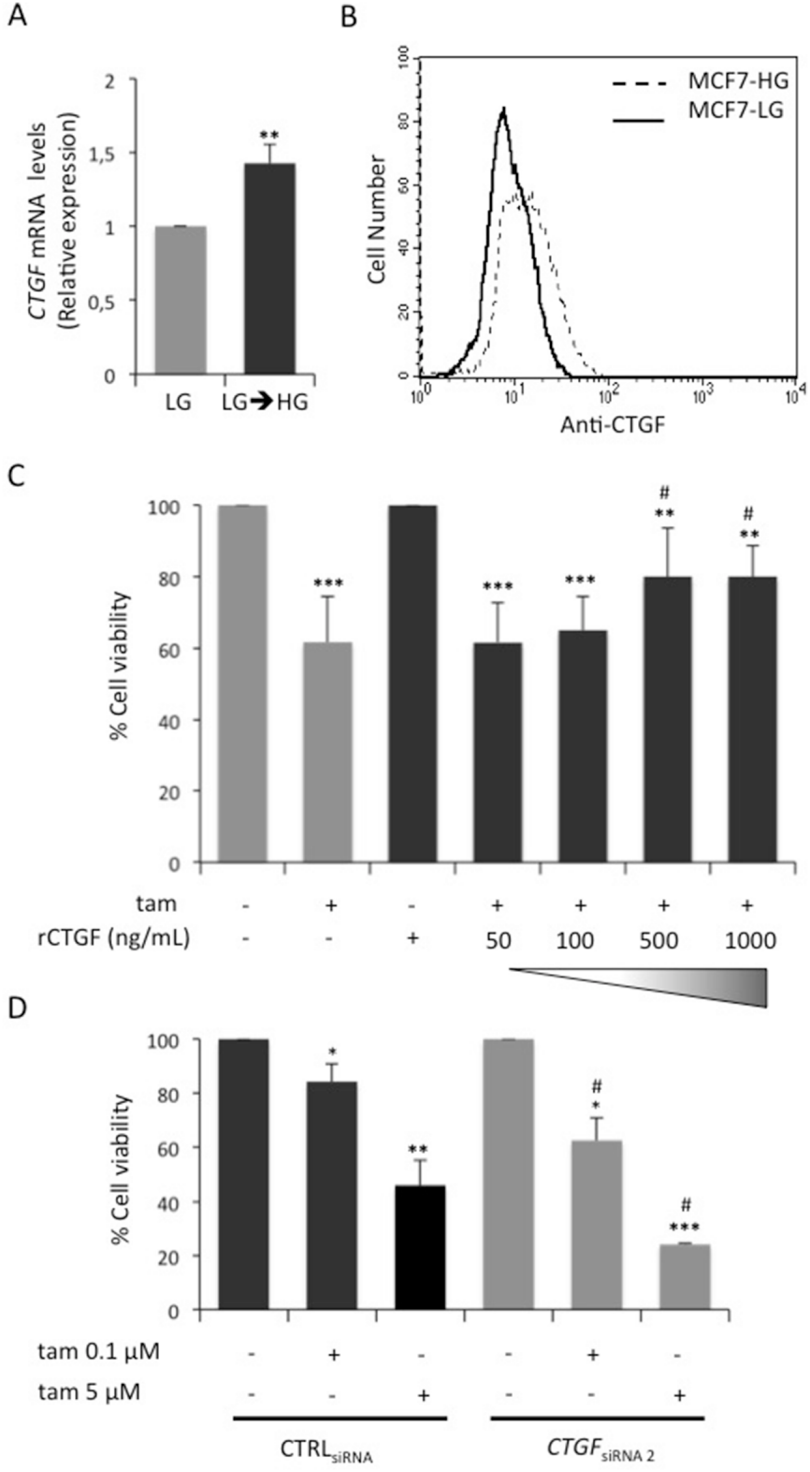
Role of glucose-induced CTGF on LG cell responsiveness to tamoxifen **(A)** MCF7 cells grown in low glucose medium (5.5mM; LG) were shifted in high glucose medium (LG→HG) during the treatment with E_2_ (100nM). After four days, mRNA expression levels of *CTGF* were determined by qRealTime-PCR (see Methods). Data were normalized on *HPRT* gene as internal standard. Bars represent the mean ± SD of three independent triplicate experiments and show the mRNA levels of *CTGF* in LG→HG cells relative to those in LG cells. ^*^ denote statistically significant values (^**^p<0.01). **(B)** CTGF protein levels in MCF7 chronically exposed to high (HG 25mM - dotted line) or low (LG 5.5mM - solid line) glucose concentrations. One representative experiment is shown. **(C)** LG cells were treated with E_2_ and tam (5μM) in presence or absence of human recombinant CTGF protein at increasing doses (50 ng/mL, 100 ng/mL, 500 ng/mL, 1000 ng/mL; rCTGF). As positive control, the cells were treated with E_2_ alone. After 4 days, cell viability was assessed by sulforhodamine B assay, as described in Methods. The results were reported as percentage of viable cells compared with positive control, considered as 100% viable cells. Data represent the mean ± SD of three independent triplicate experiments. ^*^ denote statistically significant values compared with positive control (^**^p<0.01;^***^p<0.001); ^#^ denote statistically significant values compared with tam treatment in untreated cells (^#^p<0.05). See also Supplementary Figure 1. **(D)** LG cells transfected with selected CTGF siRNA (*CTGF*_siRNA 2_) or with control siRNA (CTRL_siRNA_) were treated with E_2_ (100nM) and tam (0.1μM and 5μM). As positive control, the cells were treated with E_2_ alone. After 24 hours, cell viability was determined, by sulforhodamine B assay (see Methods). The results were reported as percentage of viable cells compared with positive control considered as 100% viability. Data represent the mean ± SD of three independent triplicate experiments. ^*^ denote statistically significant values compared with positive control (^*^p<0.05, ^**^p<0.01, ^***^p<0.001); ^#^ denote statistically significant values compared with tam treatment in CTRL_siRNA_ cells (^#^p<0.01).

### CTGF mediates glucose-induced adipocyte effect on MCF7 cell responsiveness to tamoxifen

It is known that in BC the epithelial and stromal compartments communicate each other through soluble factors. In particular, since BC cells are embedded in adipocyte-rich microenvironment and glucose is able to modify the secretory capability of adipocytes [15, 16], the impact of glucose-induced adipocyte factors on both *CTGF* levels and tamoxifen responsiveness in BC cells was addressed. As expected [16], cell proliferation rate was increased in presence of conditioned media (CM) collected from adipocytes (data not shown). Thus, all further cell viability assays described were normalized *per* condition (presence and absence of CM; see figure legend). Interestingly, CM collected from adipocytes pre-incubated in HG (HG hAdipo-CM) increased by 2-fold *CTGF* expression levels in BC cells either compared to un-conditioned HG medium (p<0.01; Figure 5A) or compared to CM collected from adipocytes incubated in regular medium (hAdipo-CM; p<0.05; Figure 5A). Moreover, cell sensitivity to tamoxifen was worsened in presence of HG hAdipo-CM (p<0.01; Figure 5B) and almost completely abolished when BC cells were co-cultured with mature adipocytes in HG (HG hAdipo) (Figure 5C). No effects on *CTGF* expression and tamoxifen responsiveness were observed in MCF7 cells by using CM collected from adipocytes pre-incubated in LG (data not shown). *CTGF* knockdown in HG cells (*CTGF*_siRNA_ cells) significantly increased their sensitivity to tamoxifen (Figure 3B and 5D). Of note, HG hAdipo-CM did not retain their ability to reduce tamoxifen responsiveness upon *CTGF* knockdown in MCF7 cells, confirming that glucose-induced adipocyte-released molecules effect on tamoxifen sensitivity occurs through *CTGF* (Figure 5D).

**Figure 5:**
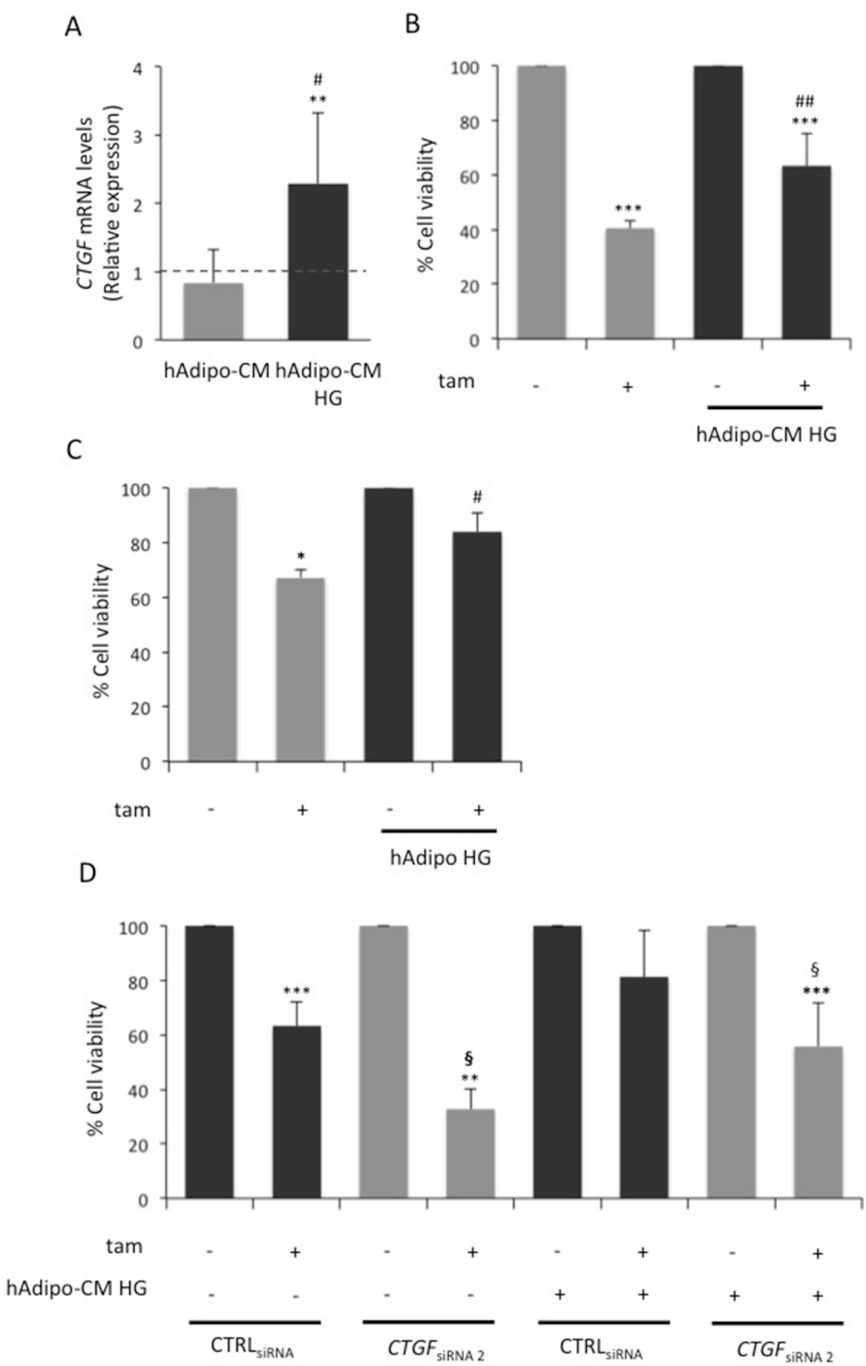
Role of CTGF in glucose-induced adipocyte-effect on MCF7 responsiveness to tamoxifen **(A)** Mature adipocytes, cultured in 15mM glucose, were incubated in serum free high glucose medium (25 mM; HG). After 8 hours, media were collected - from adipocytes pre-incubated or not in HG (hAdipo-CM and HG hAdipo-CM, respectively) - and applied onto MCF7 cells. As control, the cells were incubated in serum-free medium (15mM and 25mM, respectively). After four days, *CTGF* mRNA expression levels were determined by qRealTime-PCR, as described in Methods. Data were normalized on Hypoxanthine Guanine Phosphoribosyl Transferase (*HPRT)* gene as internal standard. Bars represent the mean ± SD of three independent triplicate experiments and show the expression levels of *CTGF* in cells treated with conditioned media relative to those in untreated cells (dotted line). ^*^ denote statistically significant values compared with positive control (^**^p<0.01); ^#^ denote statistically significant values compared with cells treated with hAdipo-CM (^#^p<0.05). **(B)** MCF7 cells were treated with estradiol (100nM; E_2_) and tamoxifen (5μM; tam) in presence of HG hAdipo-CM or in absence of it (in serum-free HG medium). As positive control, the cells were treated with E_2_ alone. After 4 days, cell viability was determined by sulforhodamine B assay, as described in Methods. **(C)** MCF7 cells were seeded in the upper chamber of a transwell system with or without mature adipocytes in the lower chamber. MCF7 cells were treated with E_2_ and tam (5μM) in serum free HG medium. As positive control, the cells were treated with E_2_ alone. After 24 hours, cell viability was assessed by crystal violet, as described in Methods. **(D)** MCF7 cells transfected (see Methods) with selected siRNAs recognizing *CTGF* (10nM; *CTGF*_siRNA 2_) or with a control siRNA (10nM; CTRL_siRNA_) were treated with E_2_ (100nM) and tam (5μM) in presence or absence of HG hAdipo-CM. As positive control, the cells were treated with E_2_ alone. After 24 hours, cell viability was assessed by sulforhodamine B assay, as described in Methods. For the panels (B), (C) and (D), the results were reported as percentage of viable cells compared with positive control, considered as 100% viable cells. Data represent the mean ± SD of three independent triplicate experiments. ^*^ denote statistically significant values compared with positive control (^*^p<0.05; ^***^p<0.001); ^#^ denote statistically significant values compared with tam treatment in absence of (B) hAdipo-CM, (C) adipocytes (^#^p<0.05; ^##^p<0.01); § denote statistically significant values compared with tam treatment in CTRL_siRNA_ cells (^§^p<0.05).

### Adipocyte-released IL8 impairs MCF7 cell responsiveness to tamoxifen via modulation of CTGF

In adipocytes, glucose increases the release of IL8, CCL5 and IGF1 [15]. The effect of such factors on both *CTGF* expression and tamoxifen responsiveness was investigated. In presence of HG hAdipo-CM, the inhibition of IL8 by a blocking Ab prevented - at least in part - the induction of *CTGF* (Figure 6A), whereas CCL5 or IGF1 inhibition did not (Supplementary Figure 2A). Moreover, no significant changes were observed in tamoxifen responsiveness when adipocyte-released CCL5 or IGF1 were inhibited (Supplementary Figure 2B and 2C). IL8 inhibition was able to partially restore cell responsiveness to tamoxifen, significantly reducing the hAdipo-CM-induced effect on cell viability (p<0.05; Figure 6B). Consistently, the treatment of MCF7 cells with human recombinant IL8 protein (rIL8) induced *CTGF* mRNA expression (p<0.01; Figure 6C) and significantly reduced cell sensitivity to tamoxifen (p<0.05; Figure 6D) mimicking the hAdipo-CM-mediated effect. Notably, variation of glucose levels did not affect *CTGF* expression in adipocytes (Supplementary Figure 3A). On the other hand, neither the reduction or the increase of glucose concentration affected *IL8* expression in MCF7 (Supplementary Figure 3B). Also, *CTGF* knockdown did not affect IL8 mRNA expression in MCF7 (Supplementary Figure 3C). Accordingly, the addition of human rCTGF to MCF7 did not induce IL8 expression (Supplementary Figure 3C). Finally, whether CTGF may regulate IL8 expression in adipocytes was assessed. Interestingly, the treatment of mature adipocytes with human rCTGF induced a significant increase of *IL8* expression (Supplementary Figure 3D), suggesting a cell-specific response to CTGF signaling.

**Figure 6:**
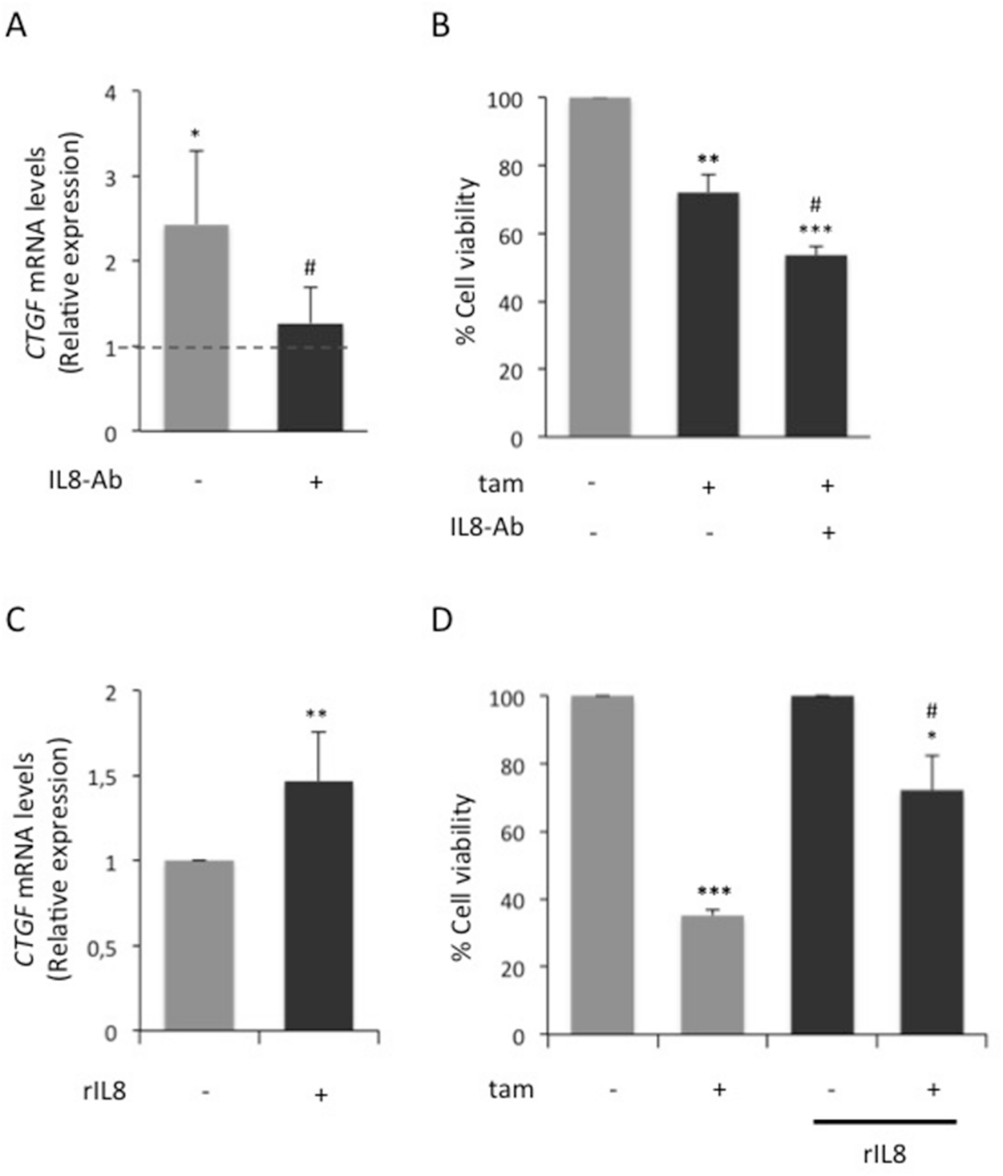
Effect of adipocyte-released IL8 on MCF7 cell breast tamoxifen responsiveness **(A)** Mature adipocytes were incubated in serum free high glucose medium (25mM; HG). After 8 hours, media were collected (HG hAdipo-CM) and applied onto MCF7 cells in presence or absence of IL8 blocking antibody (1μg/ml; IL8-Ab). As control, the cells were incubated in serum-free HG medium. After four days, *CTGF* mRNA expression levels in MCF7 cells were determined by qRealTime-PCR, as described in Methods. Data were normalized on Hypoxanthine Guanine Phosphoribosyl Transferase (*HPRT)* gene as internal standard. Bars represent the mean ± SD of three independent triplicate experiments and show the expression levels of CTGF compared to those in control cells (dotted line). ^*^ denote statistically significant value compared with control (^*^p<0.05); ^#^ denote statistically significant values compared with HG hAdipo-CM treatment in absence of IL8-Ab (^#^p<0.05). **(B)** MCF7 cells were treated with estradiol (100nM, E_2_) and tamoxifen (5μM; tam) in presence of HG hAdipo-CM, with or without IL8-Ab (1μg/ml; IL8-Ab). As positive control, the cells were treated with E_2_ alone. After 4 days, cell viability was determined by sulforhodamine B assay, as described in Methods. The results were reported as percentage of viable cells compared with positive control, considered as 100% viable cells. Data represent the mean ± SD of three independent triplicate experiments. ^*^ denote statistically significant values compared with positive control (^**^p<0.01; ^***^p<0.001);^#^ denote statistically significant values compared with tam treatment in presence of HG hAdipo-CM (^#^p<0.05). **(C)** MCF7 cells were incubated in presence or absence of human recombinant IL8 protein (1μg/ml; rIL8). After four days, *CTGF* mRNA expression levels were determined by qRealTime-PCR, as described in Methods. Data were normalized on *HPRT* gene as internal standard. Bars represent the mean ± SD of three independent triplicate experiments and show the expression levels of *CTGF* in cells treated with rIL8 relative to those in untreated cells. ^*^ denote statistically significant values (^**^p<0.01). **(D)** MCF7 cells were treated with E_2_and tam (5μM) in presence or absence of rIL8 (1μg/ml). As positive control, the cells were treated with E_2_ alone. After 4 days, cell viability was determined by sulforhodamine B assay (see Methods). The results were reported as percentage of viable cells compared with positive control, considered as 100% viable cells. Data represent the mean ± SD of three independent triplicate experiments. ^*^ denote statistically significant values compared with positive control (^*^p<0.05; ^***^p<0.001); ^#^ denote statistically significant values compared tam treatment in absence of rIL8 (^#^p<0.05). See also Supplementary Figures 2 and 3.

### CTGF levels in (ER^+^) BC tissues correlate with hormone therapy resistance

BC specimens (n=40) obtained from postmenopausal woman were analyzed. The patients’ mean age was 62 years (range from 40 to 79). Tumors larger than 2 cm occurred in 28.2% (11/39) of patients. 42.5% (17/40) had tumor with moderately differentiated cells (grade 2), while 57.5% (23/40) of patients showed a tumor with poorly differentiated cells (grade 3). None of the tumors was of grade 1. Metastatic lymph nodes were found in 42.5% (17/40) of patients at surgery and 35% (14/40) of patients developed distant metastases. The expression of the proliferation factor Ki67 was low (≤20%) in 52.5% (21/40) and high (>20%) in 47.5% (19/40) of specimens. 35.8% (14/39) of patients were diabetic and 87.1% (34/39) were overweight, having a body mass index greater than 25 (Table 2). About 50% (19/40) were positive to CTGF staining and included both ductal and non ductal BC. Statistical analysis showed that CTGF staining in cancer cells (Figure 7A) was not associated with patient age, BMI, fasting glucose levels, diagnosis of diabetes, tumor histotype, size and grading. A slight, although not significant, association with Ki67 proliferation index (p=0.059) and lymph node metastases (p=0.061) was detected. Interestingly, CTGF immune-staining was significantly associated with hormone therapy resistance (p=0.000) and distant metastases (p=0.000) (Table 2). Consistently, Kaplan-Meier curves showed a negative association between CTGF expression and disease free survival (p=0.000) and overall survival (p=0.051) (Figure 7B).

**Table 1:** Primer pairs

*Gene*	*Primer forward*	*T*_*m*_ *F*	*Primer reverse*	*T*_*m*_ *R*	*Product size*
CYR61	TGCGGCTGCTGTAAGGTC	58°C	ACAGAGGAATGCAGCCCAC	60°C	253 bp
EGR3	AAGCTGCCGGTGACCATGA	60°C	GTAGGTCACGGTCTTGTTGC	62°C	234 bp
JUN	TCCAGCAACGGGCACATCA	60°C	GTTGCTGAGGTTTGCGTAGA	60°C	279 bp
EGR2	CCCCTTTGACCAGATGAAC	58°C	TGGATGAGGCTGTGGTTGA	58°C	266 bp
E2F2	CCTCTCCCCTCTACCTCCA	62°C	CAGGTCCCCAAGGTCGTAG	62°C	354 bp
E2F7	CAGGTCCCCAAGGTCGTAG	60°C	GGGACAGTCGGGTTCAGAG	62°C	303 bp
CTGF	GGGAAATGCTGCGAGGAGT	58°C	GATAGGCTTGGAGATTTTGG	58°C	237 bp
IL8	TTCCAAGCTGGCCGTGGCTC	66°C	TGTGTTGGCGCAGTGTGGTCC	68°C	187 bp
HPRT	TGGCGTCGTGATTAGTGATG	60°C	CCCATCTCCTTCATCACATC	60°C	156 bp
PPIA	TACGGGTCCTGGCATCTTGT	62°C	GGTGATCTTCTTGCTGGTCT	60°C	196 bp

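The primer pairs were placed on transcripts of GRCh37 (GENCODE release 44 lifted to this build). The CTGF pair spans exons 3 to 5 of 5 on chromosome 6, from 132270656 to 132271501, and gives a product of 327 bp in the transcript. The CYR61 pair spans exons 2 to 3 of 5 on chromosome 1, from 86047132 to 86047733, with a product of 253 bp. The pairs for EGR3, EGR2 and E2F2 give products of 234, 266 and 354 bp across an exon boundary, whereas the JUN product of 279 bp lies in the single exon of this gene. The pairs for IL8, HPRT and PPIA give 187, 156 and 196 bp, and the PPIA reverse primer also occurs in PPIAL4 genes. The reverse primer listed for E2F7 was found in its transcripts, and the forward primer listed for it was found in E2F2, where it is the reverse primer, and not in E2F7.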

List of primer pairs used for quantitative Real-Time PCR.

**Table 2:** Clinical and pathological features of ER^+^ BC samples

*CTGF*				
Age (n=40)	Negative	Positive	p value	R Pearson
≥40≤60	7 (58.3%)	5 (41.7%)	0.629	0.076
>60	14 (50%)	14 (50%)		
Histotype (n=40)				
Ductal	12 (52.2%)	11 (47.8%)	0.962	- 0.008
No Ductal	9 (52.9%)	8 (47.1%)		
Tumor size (n=39)				
≤2 cm	15 (53.6%)	13 (46.4%)	0.956	-0.009
>2≤5	6 (54.5%)	5 (45.5%)		
Limph Node Metastasis (n=40)				
Negative	15 (65.2%)	8 (34.8%)	0.061	0.296
Positive	6 (35.3%)	11 (64.7%)		
Metastases (n=40)				
Negative	20 (76.9%)	6 (33.1%)	0.000^**^	0.666
Positive	1 (7.1%)	13 (92.9%)		
Grade (n=40)				
G2	11 (64.7%)	6 (35.3%)	0.184	0.068
G3	10 (43.5%)	13 (56.5%)		
Ki-67 (n=40)				
≤20%	14 (66.7%)	7 (33.3%)	0.059	0.298
>20%	7 (36.8%)	12 (63.2%)		
BMI (n=39)				
≤25	4 (80%)	1 (20%)	0.169	0.220
>25	16 (47%)	18 (53%)		
Diabetes (n=39)				
No	13 (52%)	12 (48%)	0.905	0.019
Yes	7 (50%)	7 (50%)		
Glycemia (n=39)				
<100	10 (58.8%)	7 (41.2%)	0.408	0.133
≥100	10 (45.5%)	12 (54.5%)		
Status (n=32)				
Alive	16 (66.7%)	8 (33.3%)	0.001^**^	0.577
Dead	0 (0%)	8 (100%)		
Hormone Therapy Resistance (n=40)				
No	21 (77.8%)	6 (22.2%)	0.000^**^	0.729
Yes	0 (0%)	13 (100%)		

Clinical features of the patients with ER^+^ BC which have been enrolled in the study.

**Figure 7:**
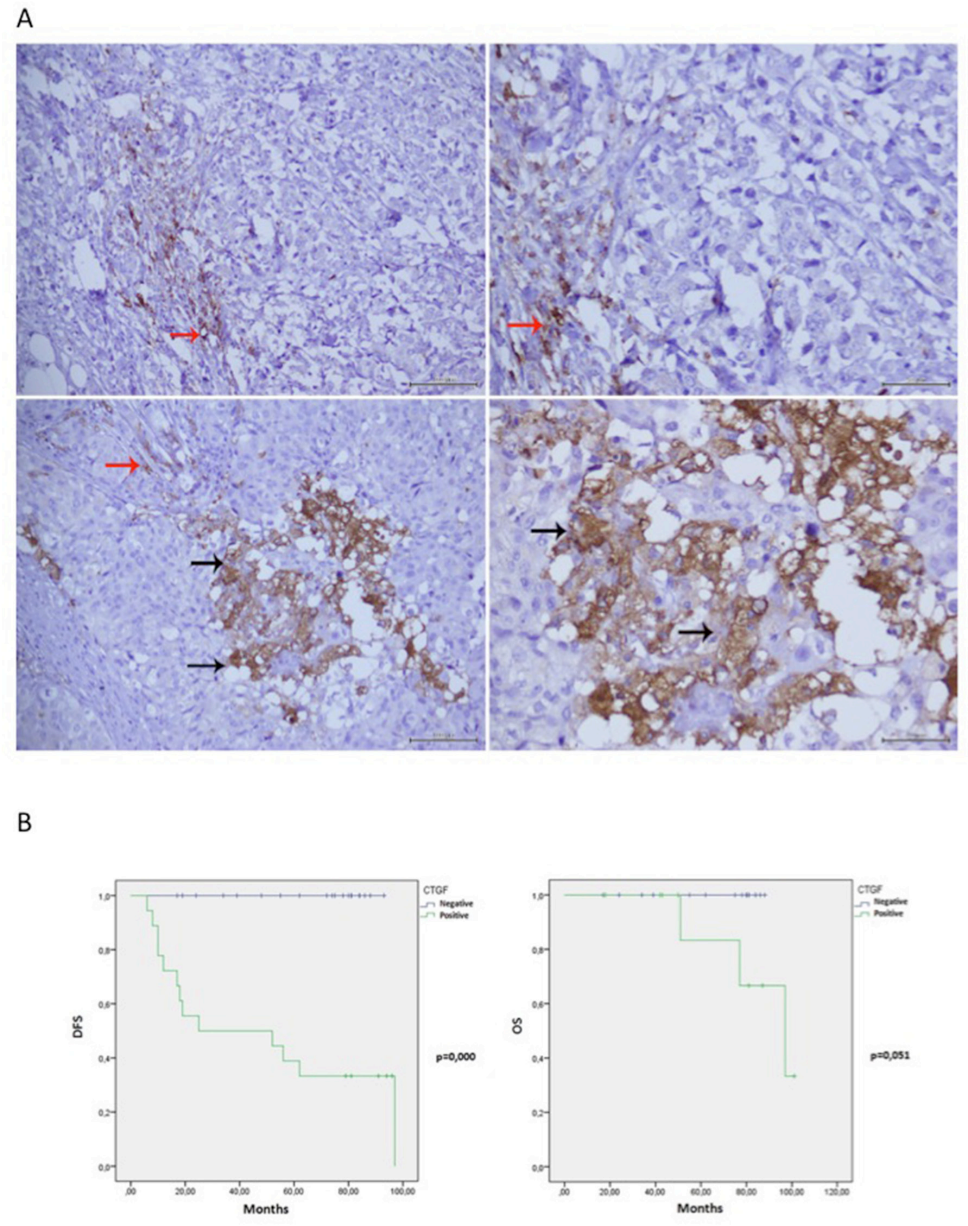
CTGF IHC staining in ER^+^ breast cancer tissues and Kaplan-Meier curves **(A)** Negative staining of CTGF in cancer cells at 20x and 40x magnification (Upper panels, respectively). Positive staining of CTGF in cancer cells (black arrows) at 20x and 40x magnification (Lower panels, respectively). Details of inflammatory cells CTGF staining (red arrows) represented positive internal control. **(B)** Kaplan-Meier curves representing overall survival (OS) and disease-free survival (DFS), have been calculated as described in Experimental Procedures. The follow-up duration was five years. Patients which stained positive for CTGF were reported as Green line; patients which stained negative as blue line.

## DISCUSSION

T2D and hyperglycemia promote poorer therapeutic outcomes and reduced drug response in BC [7, 14, 25]. Glucose may affect cancer responsiveness to chemotherapy, both directly acting on tumor cells and indirectly affecting surrounding and distant cells. Adipocytes may integrate metabolic derangements (i.e. hyperglycaemia) and drive an indirect influence on several aspects of tumorigenesis, including drug resistance. Tamoxifen has been the mainstay of endocrine therapy in ER^+^ BC. However, approximately 40% of patients with ER^+^ BC do not respond to tamoxifen treatment. Further, most tumors eventually acquire tamoxifen resistance [26]. In this study, both direct and adipose tissue-mediated effect of glucose on ER^+^BC cell responsiveness to tamoxifen have been explored. We demonstrated that BC cells cultured in a glucose concentration resembling hyperglycemia (HG) in humans are less sensitive to tamoxifen than cells grown in a concentration corresponding to normal fasting glucose levels (LG). By using NGS technology to profile the entire cell transcriptome, this study revealed that glucose deregulates cell cycle-related genes. Combining NGS data to gene silencing we provide evidence that the effect of glucose on BC cell sensitivity to tamoxifen is likely mediated by *CTGF*. Specifically, *CTGF* silencing induced a significant increase in tamoxifen sensitivity of BC cells grown in HG, at levels similar to those obtained for cells cultured in LG.

*CTGF* encodes a growth factor, belonging to the CCN protein family. Given its ability to interact with a broad range of different proteins, it enables to transmit cell-specific biological and molecular functions highly dependent on the context. Thus, CTGF has been defined as a “multifunctional matrix-cellular protein” [27]. Among its various functions, it is involved in tumor development and progression and in tumor survival [28]. Although the relationship between CTGF and cancer progression cannot be generalized across different types of cancer [29], CTGF expression is high in steroid-dependent breast tumors [24, 30]. Particularly, CTGF enhances clonogenic ability, cell viability and migration of BC cells [31, 32]. Of note, CTGF confers resistance to doxorubicin- and paclitaxel-induced apoptosis in BC cells [33].

Here, we show, for the first time, that BC cell responsiveness to tamoxifen inversely correlates with *CTGF* expression, providing additional clues to the hypothesis that CTGF is one relevant contributor to drug sensitivity in BC.

Numerous studies highlighted CTGF as possible target in various diseases, including ovarian cancer, pancreatic cancer, osteosarcoma and breast cancer [28, 31, 34, 35]. FG-3019 is a monoclonal antibody against CTGF and is currently under clinical investigation as a therapeutic agent for pancreatic cancer [34, 35]. Interestingly, the treatment with FG-3019 inhibited growth of tumor xenograft and metastases, without exhibiting noticeable side effects, in a model of pancreatic cancer [27].

Of note, a higher expression of CTGF has been also shown in diabetes [30]. CTGF is strongly up-regulated in disorders, frequently developed by diabetic patients, like cardiovascular disease, nephropathy, neuropathy, and retinopathy [36]. In line with this, CTGF has been reported as strongly expressed in glomeruli of diabetic patients and animals with nephropathy [37]. Thus, CTGF is involved in the pathogenesis of chronic inflammatory fibro-proliferative alterations. Consistently, besides the up-regulation of anti-apoptotic (i.e. Survivin) and proliferative genes (Cyclins A2 and B1), CTGF is able to enhance the expression of inflammatory cytokines, including IL8 [26, 38].

We previously demonstrated that glucose enhances the ability of adipocytes to produce factors involved in the control of BC cell proliferation and invasiveness [15, 16]. Therefore, we hypothesized that glucose could exert its effect on BC cell responsiveness to tamoxifen also through an adipocyte-mediated mechanism. We observed that glucose-induced adipocyte-released factors promote a significant over-expression of *CTGF* in BC cells and, in parallel determine a reduction of tamoxifen responsiveness. Adipocytes exposed to high glucose release a higher amount of several cytokines, chemokines and growth factors, including IL8 [15]. In this study, we demonstrated that blocking IL8 with a neutralizing antibody prevents, at least in part, the effect of adipocytes on BC cells in terms of both *CTGF* expression and tamoxifen responsiveness. Silencing *CTGF* in BC cells reduces adipocyte-effect on tamoxifen responsiveness, as well. Thus, *CTGF* regulation is exerted by adipocyte-released IL8, suggesting a reciprocal interplay between adipocytes and cancer cells.

IL8 is a pro-inflammatory cytokine whose expression is regulated by a number of different *stimuli* including inflammatory signals, chemical and environmental stresses and steroid hormones [39]. IL8 *per se* may contribute to cancer growth by its mitogenic and angiogenic action. High serum levels of IL8 in BC patients have been associated with poor prognosis [38]. Targeting IL8 signaling in tumor microenvironment has favorable outcome with regard to halting tumor progression and increasing sensitivity to clinically useful chemotherapy agents in several solid tumors [17, 39]. Reparixin is a small molecular weight inhibitor of IL8 receptors. The drug was in clinical trials for type 1 diabetes, kidney diseases and, nowadays, it is undergoing clinical trials in combination with paclitaxel for metastatic triple negative BC (w).

Thus, our hypothesis is that high glucose levels reduce tamoxifen responsiveness up-regulating *CTGF* in BC cells. Of note, glucose levels could affect tamoxifen responsiveness in BC cells also through an adipose-tissue mediated mechanism. Specifically, glucose-induced adipocyte-released IL8 [15] promotes *CTGF* expression in BC cells further impairing their responsiveness to tamoxifen treatment (Figure 8).

**Figure 8:**
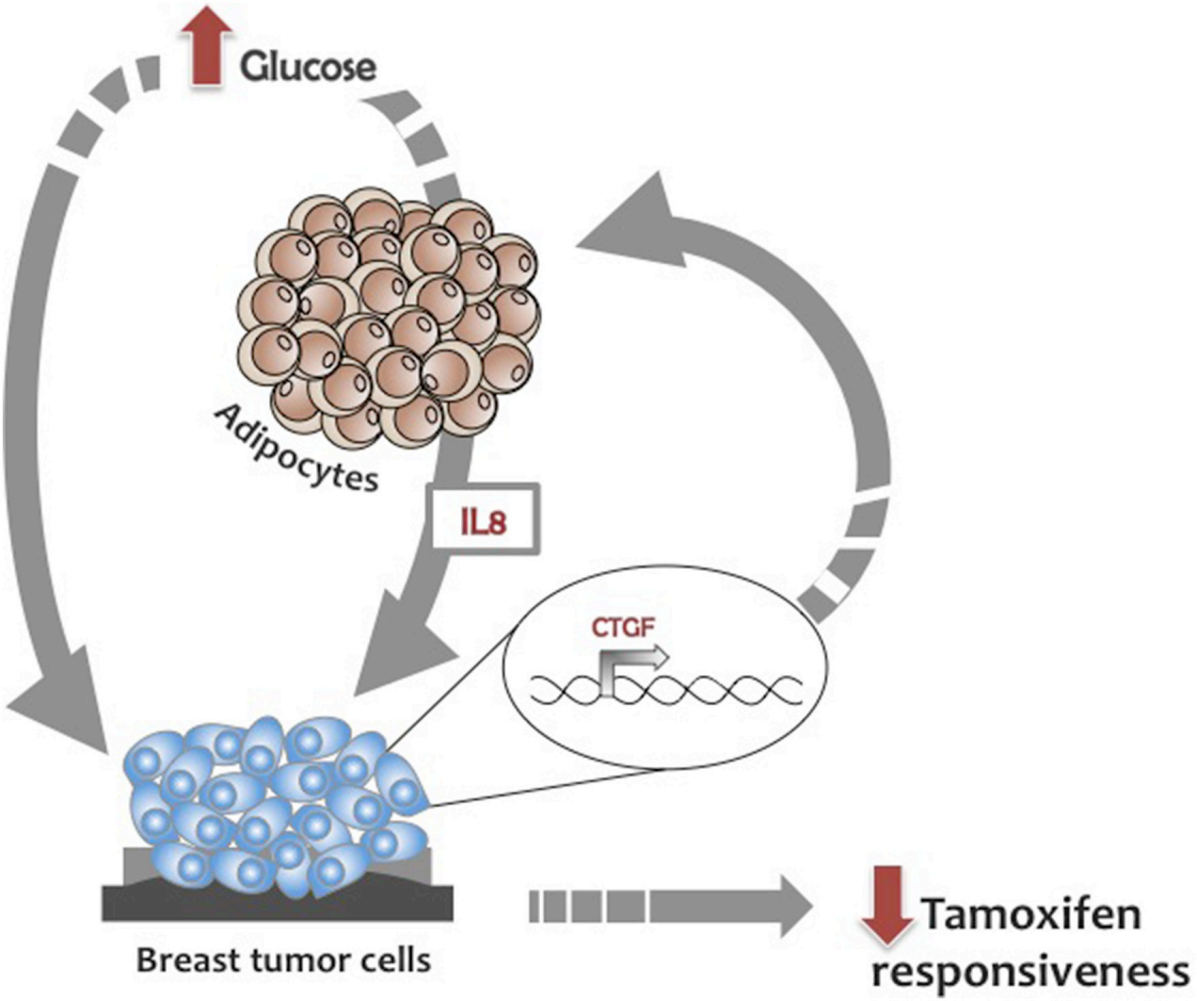
Glucose regulation of BC cell responsiveness to tamoxifen Glucose reduces tamoxifen responsiveness inducing *CTGF* expression in BC cells. Glucose promotes the adipocytes’ release of IL8 that in turn impairs BC cell responsiveness to tamoxifen modulating *CTGF*.

Interestingly, we now describe that CTGF correlates with hormone therapy resistance in women with ER^+^ BC. Moreover, patients positive to CTGF display higher levels of metastatic dissemination and decreased survival rate. No direct correlation was found between CTGF staining in BC and the presence of diabetes or hyperglycemia. However, high levels of CTGF have been reported in diabetic complications [36, 37]. Of note, 6 out of 7 diabetic patients positive to CTGF staining were obese. Conversely, none of normal weight and euglycemic individuals were positive to CTGF staining. Thus, we could speculate that other *stimuli* in addition to glucose can also enhance CTGF expression in BC cells, thereby contributing to tamoxifen resistance and tumor dissemination.

In conclusion, CTGF may be considered as predictive marker for chemo-sensitivity and potential therapeutic target to overcome tamoxifen resistance. Moreover, targeting IL8 in tumor microenvironment could not only reduce the inflammatory state but also indirectly modulate CTGF, thus improving the effectiveness of tamoxifen treatment in BC.

## MATERIALS AND METHODS

### Materials

Media, sera and antibiotics for cell culture were from Lonza (Basel, Switzerland). Human recombinant CTGF and IL8 proteins were from PeproTech (Rocky Hill, NJ, USA). Policlonal antibodies against CTGF and Actin were purchased from Santa Cruz Biotechnology (Santa Cruz Biotechnology, Santa Cruz, CA, USA). Secondary anti-goat antibody AlexaFluor 488 was from Abcam (Cambridge, UK). Monoclonal antibodies against human IL8 and CCL5 were from Abcam (Cambridge, UK). CCR5 peptide (CCR5-pep) was a gift from Prof. P. Campiglia (Department of Pharmacy, University of Salerno, Italy). Synthesis, purification and characterization of CCR5-pep (Sequence: AFDWTFVPSLIL-NH2) were described by D’Esposito [16]. Monoclonal/Polyclonal antibodies against human ERα, PR (Clone ID5), c-Erb B2 and Ki67 Ag (Clone MIB-1) were from DAKO (Ely, UK). All the other chemicals were from Sigma-Aldrich (St Louis, MO, USA).

### Cell cultures

MCF7 human breast cancer cells (ERɑ^+^, PR^+^, HER2^-^) were cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS), 2 mM glutamine, 100 units/ml penicillin and 100 units/ml streptomycin. 48 hours before the induction of the experiments, the cells were shifted to phenol red free DMEM supplemented with 10% Charcoal Stripped (C/S) FBS, 2 mM glutamine, 100 units/ml penicillin and 100 units/ml streptomycin. Cultures were maintained in a humidified atmosphere of 95% air and 5% CO_2_ at 37°C.

Human adipose tissue samples were obtained from mammary adipose biopsies of healthy women (n=12; age 25-63 years; BMI 24.2 – 29.0) undergoing surgical mammary reduction. All women were otherwise healthy and free of metabolic or endocrine diseases. Informed consent was obtained from every subject before the surgical procedure. Such procedure was approved by the ethical committee of the University of Naples “Federico II”. Adipose derived Mesenchymal Stem Cells (Ad-MSCs) were isolated from the Stromal Vascular Fraction and differentiated in mature adipocytes as previously described [15, 40].

### Sulforhodamine B assay

MCF7 cells were fixed with 50% trichloroacetic acid for at least 2 hours at 4°C, washed with distilled and de-ionized water, air-dryed and stained 30 minutes with 0.4% sulforhodamine B in 1% acetic acid. Unbound dye was removed and 10mM Tris solution (pH 7.5) was added to dissolve the protein-bound dye. Cell survival was assessed by optical density determination at 510 nm using a microplate reader.

### RNA isolation and analysis

Total RNA was isolated from cells using TRIzol solution (Life Technologies, Carlsbad, CA, USA) according to the manufacturer's instructions. All RNA samples were quantified by measuring the absorbance at 260nm and 280nm (NanoDrop spectrophotometer, Life Technologies, Carlsbad, CA, USA). The integrity of RNA samples was further analyzed by using the digital electrophoresis system Experion with the “RNA StdSens Kit” (Biorad, Hercules, CA, USA), following the manufacturer's instructions. The run and result analysis were performed by the Experion software. RNA samples with a RNA Quality Indicator (RQI) value ≥ 9 were considered good for the further analysis.

### RNA-Sequencing

#### cDNA libraries preparation

Paired-end cDNA libraries were prepared for sequencing on the Illumina Hi-Seq 2000 platform using “TruSeq RNA Sample Preparation kit” (Illumina) according to manufacturer's protocol [41]. The yield and the size distribution of purified cDNA libraries were assessed using “Qubit dsDNA HS (High Sensitivity) Assay Kit” on Qubit Fluorometer (Life Technologies, Carlsbad, CA, USA) and “Experion DNA 1K Analysis Kit” (Biorad, Hercules, CA, USA) on the Experion system (Biorad, Hercules, CA, USA), respectively. Peak median values were determined at approximately 200-260bp. Sample concentration and peak median values were used to calculate molar concentration of cDNA libraries prior to sequencing on the Illumina HiSeq 2000, available at Tigem Institute (Pozzuoli, Italy).

#### Data analysis

Reads' quality was assessed using “FastQC” and TopHat software (version 2.0.10) [42]. was used to map the reads against the RefSeq human transcripts and reference human genome (UCSC hg19 release) with default parameters. RefSeq annotation was downloaded from UCSC Genome Browser (http://genome.ucsc.edu) and only the protein-coding gene annotation coordinates were used. Uniquely mapping reads (about 90% of sequenced reads) were used for further analyses. SAMTools and BEDTools were used to convert file formats (.sam/.bam/.bed). Coverage files in bedgraph format were produced using the GenomeCoverage option of BEDTools. 

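In the deposited normalized values the HG and HG→LG libraries had nearly equal totals, 71075528.5 and 71075707.5, and the same highest value, 1237841. When the values of each library were sorted, 60.8% of them were identical between the libraries, and all were whole multiples of 0.25. Over genes with 100 or more counts in both libraries, the normalized value divided by the count ranged from 1.062 to 1.199 in HG and from 0.858 to 0.945 in HG→LG, so that 1 factor per library did not relate them. The upper quartile of the counts gave factors of 0.928 for HG and 1.08 for HG→LG. The proportion test kept genes with 99.9% of the counts of each library, and the 10 genes with most reads held 4.75% of the counts in HG and 5.17% in HG→LG.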

Filtering of low-coverage genes (Proportion test method), normalization (upper quartile method), quantification of gene expression (SummerizeOverlaps option), and the analysis of differential expression (NoiSeq method) were carried out using “RNASeqGUI” [43]. A posterior probability threshold of 0.8 was used to select differentially expressed genes (DEGs). Pathway analysis was performed using PANTHER (Protein ANalysis THrough Evolutionary Relationships; http://www.pantherdb.org).

### RT-PCR

RNA samples (1μg) were reverse transcribed using SuperScript II Reverse Transcriptase with oligo dT primers (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's instructions. To check the amplifiable template RNA/cDNA, RT-PCR amplification of housekeeping genes (Hypoxanthine Guanine Phosphoribosyl Transferase - *HPRT*; Peptidylprolyl Isomerase A – *PPIA*) was performed in all samples. Each amplification reaction was set-up using AmpliTaq Gold (Life Technologies, Carlsbad, CA, USA) and specific primer pairs, designed using Oligo 4.0 (Table 1). PCR products were analyzed by electrophoresis on agarose gel and Sanger sequencing.

### Quantitative real time RT-PCR

Quantitative Real-Time RT-PCRs (qReal-Time RT-PCR) were performed by iTaq Universal SYBR Green Supermix (Biorad, Hercules, CA, USA), according to the manufacturer’s instructions for the CFX Connect Real Time system (Biorad, Hercules, CA, USA). Relative quantification of gene expression was measured by using 2^−ΔΔCt^ method. Expression levels were normalized for the reference sample using *HPRT* or *PPIA* as housekeeping gene.

### Cell transfection

MCF7 cells were transfected with Dicer-substrate RNAs (DsiRNAs, IDT Coralville, Iowa, USA) by using Lipofectamine 3000 (Life Technologies, Carlsbad, CA, USA), in DMEM without antibiotics and serum, according to manufacturer's instructions. After 6 hours, the cells were feed with phenol red free medium supplemented with 10% C/S FBS and stimulated for further 24 hours.

### Cytofluorimetric analysis

MCF7 cells were incubated (30 minutes at 4°C) with each antibody following treatment for 12 hours with GolgiStop solution (BD Biosciences, Mississauga, ON, Canada) and cell permeabilization with Inside Stain Kit (Miltenyi, Bergisch Gladbach, Germany). Cells were analyzed with a FACS Calibur cytofluorimeter using CellQuest software (BD Biosciences). 10^4^ events for each sample were acquired in all analyses [44].

### Conditioned media system

Mature adipocytes were washed two times with sterile phosphate-buffered saline (PBS) and incubated with serum-free DMEM supplemented with 0.25% albumin bovine serum (BSA). After 8 hours, adipocyte-conditioned media (hAdipo-CM) were collected, centrifuged to remove cellular debris and placed onto recipient cells.

### Co-culture assay

Adipocyte differentiation of Ad-MSCs was carried out in the bottom chamber of a transwell culture system (0.4μm pore size, Costar, Cambridge, MA, USA). At the end of the adipogenic process, MCF7 cells were seeded in the upper chamber. After 24 hours, cell viability was determined by crystal violet staining. Briefly, MCF7 cells were fixed with 11% glutaraldehyde for 15 minutes at RT. Then, cells were washed with PBS and stained with 0.1% crystal violet-20% methanol 20 minutes at RT. After further washes and complete drying, crystal violet was solubilized in 10% acetic acid. The concentration of the solubilized crystal violet was evaluated by optical density determination at 540 nm using a microplate reader.

### Immunohistochemistry analysis

#### Patients and specimens

From 2007 to 2010, 40 patients who underwent a mastectomy or quadrantectomy at the National Cancer Institute “G. Pascale Foundation” of Naples (Italy) were enrolled. All specimens were characterized for routinely diagnostic immune-phenotypic parameters and showed positive staining for the ER^+^. Medical records for all ER^+^ samples were reviewed for clinical information; histologic parameters were determined from the H&E slides. The following clinical and pathological parameters were evaluated for each tumor included in the study: patient age at initial diagnosis, tumor size, histologic subtype, nuclear grade, number of metastatic lymph nodes, size of tumor, tumor recurrence and distant metastasis.

#### Immunohistochemical staining and evaluation

Immunohistochemistry was performed on slides from formalin-fixed, paraffin-embedded tissues, as previously described [16]. The slides were incubated with primary antibody to human CTGF (Santa Cruz Biotechnology) (dilution 1:30) over night and with human ERα, PR, c-Erb B2, Ki67 antibodies for 30 minutes.

Antigen expression of CTGF was independently evaluated by three pathologists (MDB, GB and RF) by using a light microscopy. Observers was unaware of the clinical outcome. For each sample, at least five HPF (High Power Fields) and >500 cells were analyzed. Since standardized criteria for CTGF staining evaluation were not defined, using a semiquantitative scoring system microscopically and referring to each antigen scoring method in other studies, we evaluated the intensity, extent and subcellular distribution of CTGF marker, evaluating cytoplasmic CTGF protein levels in cancer cells and considering only the positive or negative staining. CTGF detection in inflammatory cells was considered as internal positive control. The proliferative index Ki67 was defined as the percentage of immunoreactive tumour cells out of the total number of cells. The percentage of positive cells per case was scored according to 2 different groups: group 1: <20% (low proliferative activity); group 2: ≥20% (high proliferative activity). Other routinely diagnostic markers (ERα, PR and c-Erb B2) were evaluated as previously described [45].

### Statistical analysis

The Pearson χ^2^ test was used to determine the association between CTGF and clinical pathological features included in the study. The level of significance was defined as p<0.05. Overall survival (OS) and disease-free survival (DFS) curves were calculated using the Kaplan-Meier method with significance evaluated using the Mantel-Cox log-rank test. OS was defined as the time from diagnosis (first biopsy) to death by any cause or until the most recent follow-up. DFS was measured as the time from diagnosis to the occurrence of progression, relapse after complete remission, or death from any cause. DFS had a value of zero for patients who did not achieve complete remission. The follow-up duration was five years. All the statistical analyses were carried out using the Statistical Package for Social Science v.20 software (SPSS Inc., Chicago, IL, USA).

## SUPPLEMENTARY MATERIALS FIGURES

## References

[1] Maccioò A, Madeddu C, Mantovani G (2009). Adipose tissue as target organ in the treatment of hormone-dependent breast cancer: new therapeutic perspectives. Obes Rev.

[2] Tsilidis KK, Kasimis JC, Lopez DS, Ntzani EE, Ioannidis JP (2015). Type 2 diabetes and cancer: umbrella review of meta-analyses of observational studies. BMJ.

[3] Khandekar MJ, Cohen P, Spiegelman BM (2011). Molecular mechanisms of cancer development in obesity. Nat Rev Cancer.

[4] Zeng L, Biernacka KM, Holly JM, Jarrett C, Morrison AA, Morgan A, Winters ZE, Foulstone EJ, Shield JP, Perks CM (2010). Hyperglycaemia confers resistance to chemotherapy on breast cancer cells: the role of fatty acid synthase. Endocr Relat Cancer.

[5] Barone BB, Yeh HC, Snyder CF, Peairs KS, Stein KB, Derr RL, Wolff AC, Brancati FL (2010). Postoperative mortality in cancer patients with preexisting diabetes: systematic review and meta-analysis. Diabetes Care.

[6] Renehan AG, Yeh HC, Johnson JA, Wild SH, Gale EA, Møller H, Diabetes and Cancer Research Consortium (2012). Diabetes and cancer (2): evaluating the impact of diabetes on mortality in patients with cancer. Diabetologia.

[7] Zeng L, Zielinska HA, Arshad A, Shield JP, Bahl A, Holly JM, Perks CM (2016). Hyperglycaemia-induced chemoresistance in breast cancer cells: role of the estrogen receptor. Endocr Relat Cancer.

[8] Hanahan D, Weinberg RA (2011). Hallmarks of cancer: the next generation. Cell.

[9] O'Mahony F, Razandi M, Pedram A, Harvey BJ, Levin ER (2012). Estrogen modulates metabolic pathway adaptation to available glucose in breast cancer cells. Mol Endocrinol.

[10] Gallagher EJ, LeRoith D (2015). Obesity and diabetes: the increased risk of cancer and cancer-related mortality. Physiol Rev.

[11] Duan W, Shen X, Lei J, Xu Q, Yu Y, Li R, Wu E, Ma Q (2014). Hyperglycemia, a neglected factor during cancer progression. Biomed Res Int.

[12] Quail DF, Joyce JA (2013). Microenvironmental regulation of tumor progression and metastasis. Nat Med.

[13] Balkwill FR, Capasso M, Hagemann T (2012). The tumor microenvironment at a glance. J Cell Sci.

[14] Calle EE, Kaaks R (2004). Overweight, obesity and cancer: epidemiological evidence and proposed mechanisms. Nat Rev Cancer.

[15] D'Esposito V, Passaretti F, Hammarstedt A, Liguoro D, Terracciano D, Molea G, Canta L, Miele C, Smith U, Beguinot F, Formisano P (2012). Adipocyte-released insulin-like growth factor-1 is regulated by glucose and fatty acids and controls breast cancer cell growth *in vitro*. Diabetologia.

[16] D'Esposito V, Liguoro D, Ambrosio MR, Collina F, Cantile M, Spinelli R, Raciti GA, Miele C, Valentino R, Campiglia P, De Laurentiis M, Di Bonito M, Botti G (2016). Adipose microenvironment promotes triple negative breast cancer cell invasiveness and dissemination by producing CCL5. Oncotarget.

[17] Duong MN, Cleret A, Matera EL, Chettab K, Mathé D, Valsesia-Wittmann S, Clémenceau B, Dumontet C (2015). Adipose cells promote resistance of breast cancer cells to trastuzumab-mediated antibody-dependent cellular cytotoxicity. Breast Cancer Res.

[18] Yi EH, Lee CS, Lee JK, Lee YJ, Shin MK, Cho CH, Kang KW, Lee JW, Han W, Noh DY, Kim YN, Cho IH, Ye SK (2013). STAT3-RANTES autocrine signaling is essential for tamoxifen resistance in human breast cancer cells. Mol Cancer Res.

[19] Knowlden JM, Hutcheson IR, Jones HE, Madden T, Gee JM, Harper ME, Barrow D, Wakeling AE, Nicholson RI (2003). Elevated levels of epidermal growth factor receptor/c-erbB2 heterodimers mediate an autocrine growth regulatory pathway in tamoxifen-resistant MCF-7 cells. Endocrinology.

[20] Gutierrez MC, Detre S, Johnston S, Mohsin SK, Shou J, Allred DC, Schiff R, Osborne CK, Dowsett M (2005). Molecular changes in tamoxifen-resistant breast cancer: relationship between estrogen receptor, HER-2, and p38 mitogen-activated protein kinase. J Clin Oncol.

[21] Peifer C, Alessi DR (2009). New anti-cancer role for PDK1 inhibitors: preventing resistance to tamoxifen. Biochem J.

[22] Mojarrad M, Momeny M, Mansuri F, Abdolazimi Y, Tabrizi MH, Ghaffari SH, Tavangar SM, Modarressi MH (2010). Autocrine human growth hormone expression leads to resistance of MCF-7 cells to tamoxifen. Med Oncol.

[23] Huber-Keener KJ, Liu X, Wang Z, Wang Y, Freeman W, Wu S, Planas-Silva MD, Ren X, Cheng Y, Zhang Y, Vrana K, Liu CG, Yang JM, Wu R (2012). Differential gene expression in tamoxifen-resistant breast cancer cells revealed by a new analytical model of RNA-Seq data. PLoS One.

[24] Xie D, Nakachi K, Wang H, Elashoff R, Koeffler HP (2001). Elevated levels of connective tissue growth factor, WISP-1, and CYR61 in primary breast cancers associated with more advanced features. Cancer Res.

[25] Park J, Morley TS, Kim M, Clegg DJ, Scherer PE (2014). Obesity and cancer- mechanisms underlying tumour progression and recurrence. Nat Rev Endocrinol.

[26] Moriai R, Tsuji N, Moriai M, Kobayashi D, Watanabe N (2009). Survivin plays as a resistant factor against tamoxifen-induced apoptosis in human breast cancer cells. Breast Cancer Res Treat.

[27] Seher A, Nickel J, Mueller TD, Kneitz S, Gebhardt S, ter Vehn TM, Schlunck G, Sebald W (2011). Gene expression profiling of connective tissue growth factor (CTGF) stimulated primary human tenon fibroblasts reveals an inflammatory and wound healing response *in vitro*. Mol Vis.

[28] Shi-Wen X, Leask A, Abraham D (2008). Regulation and function of connective tissue growth factor/CCN2 in tissue repair, scarring and fibrosis. Cytokine Growth Factor Rev.

[29] Tsai HC, Huang CY, Su HL, Tang CH (2014). CTGF increases drug resistance to paclitaxel by upregulating survivin expression in human osteosarcoma cells. Biochim Biophys Acta.

[30] Brigstock DR (2003). The CCN family: a new stimulus package. J Endocrinol.

[31] Chen PS, Wang MY, Wu SN, Su JL, Hong CC, Chuang SE, Chen MW, Hua KT, Wu YL, Cha ST, Babu MS, Chen CN, Lee PH (2007). CTGF enhances the motility of breast cancer cells via an integrin-alphavbeta3-ERK1/2-dependent S100A4-upregulated pathway. J Cell Sci.

[32] Chien W, O'Kelly J, Lu D, Leiter A, Sohn J, Yin D, Karlan B, Vadgama J, Lyons KM, Koeffler HP (2011). Expression of connective tissue growth factor (CTGF/CCN2) in breast cancer cells is associated with increased migration and angiogenesis. Int J Oncol.

[33] Wang MY, Chen PS, Prakash E, Hsu HC, Huang HY, Lin MT, Chang KJ, Kuo ML (2009). Connective tissue growth factor confers drug resistance in breast cancer through concomitant up-regulation of Bcl-xL and cIAP1. Cancer Res.

[34] Moran-Jones K, Gloss BS, Murali R, Chang DK, Colvin EK, Jones MD, Yuen S, Howell VM, Brown LM, Wong CW, Spong SM, Scarlett CJ, Hacker NF (2015). Connective tissue growth factor as a novel therapeutic target in high grade serous ovarian cancer. Oncotarget.

[35] Neesse A, Frese KK, Bapiro TE, Nakagawa T, Sternlicht MD, Seeley TW, Pilarsky C, Jodrell DI, Spong SM, Tuveson DA (2013). CTGF antagonism with mAb FG-3019 enhances chemotherapy response without increasing drug delivery in murine ductal pancreas cancer. Proc Natl Acad Sci U S A.

[36] Lin CH, Wang YH, Chen YW, Lin YL, Chen BC, Chen MC (2016). Transcriptional and posttranscriptional regulation of CXCL8/IL-8 gene expression induced by connective tissue growth factor. Immunol Res.

[37] Roestenberg P, van Nieuwenhoven FA, Wieten L, Boer P, Diekman T, Tiller AM, Wiersinga WM, Oliver N, Usinger W, Weitz S, Schlingemann RO, Goldschmeding R (2004). Connective tissue growth factor is increased in plasma of type 1 diabetic patients with nephropathy. Diabetes Care.

[38] Bendrik C, Dabrosin C (2009). Estradiol increases IL-8 secretion of normal human breast tissue and breast cancer *in vivo*. J Immunol.

[39] Waugh DJ, Wilson C (2008). The interleukin-8 pathway in cancer. Clin Cancer Res.

[40] Ambrosio MR, Aprile M, D'Esposito V, Beguinot F, Formisano P, Costa V, Ciccodicola A (2014). PPARG in human adipogenesis: differential contribution of canonical transcripts and dominant negative isoforms. PPAR Res.

[41] Costa V, Esposito R, Ziviello C, Sepe R, Bim LV, Cacciola NA, Decaussin-Petrucci M, Pallante P, Fusco A, Ciccodicola A (2015). New somatic mutations and WNK1-B4GALNT3 gene fusion in papillary thyroid carcinoma. Oncotarget.

[42] Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol.

[43] Russo F, Angelini C (2014). RNASeqGUI: a GUI for analysing RNA-Seq data. Bioinformatics.

[44] Prevete N, Liotti F, Illiano A, Amoresano A, Pucci P, de Paulis A, Melillo RM (2017). Formyl peptide receptor 1 suppresses gastric cancer angiogenesis and growth by exploiting inflammation resolution pathways. Oncoimmunology.

[45] Collina F, Di Bonito M, Li Bergolis V, De Laurentiis M, Vitagliano C, Cerrone M, Nuzzo F, Cantile M, Botti G (2015). Prognostic value of cancer stem cells markers in triple-negative breast cancer. Biomed Res Int.

How the deposited data were processed for this re-analysis (not part of the article)

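RNA-Seq of MCF7 cells, an established breast cancer cell line, was analyzed in 2 conditions with 1 library each, cells grown in 25 mM glucose (HG) and cells grown in 25 mM glucose and shifted to 5.5 mM (HG→LG). The authors deposited whole-number counts of reads per gene, made by mapping paired-end reads with TopHat 2.0.10 to RefSeq transcripts and hg19, keeping uniquely mapping reads and counting them on protein-coding RefSeq genes. The submitters' processing notes also name FastQC, SAMtools and bedtools, and the version of the counting tool is not given in the sources used here. They also deposited a normalized signal per gene. The paper's methods name upper quartile normalization as a step of its analysis and do not describe the deposited signal. In it, 70.3% of the sorted values of HG and 75.7% of those of HG→LG equaled the mean of the sorted counts of both libraries exactly, with no tolerance, and the largest gap among the others was 16.25 scaled counts. The 2 libraries hold 65053315 (HG) and 77097911 (HG→LG) counts, a ratio of 1.19. Of the 19135 gene symbols, 17594 matched GENCODE release 44 on GRCh37 under the same symbol, 1144 under an older symbol and 397 not at all.

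From the counts, genes were kept where a proportion test against 1 CPM had a Benjamini-Hochberg adjusted p under 0.05 in at least 1 library. Counts were divided by upper quartile factors of the genes kept. Folds are scaled HG→LG over scaled HG counts with no pseudocount, with exact 95% Clopper-Pearson intervals on the share of reads, which cover counting error only. NOISeq-sim was rebuilt from its published description with 5 simulated replicates of 20% of the reads, a variability of 2%, zeros replaced by 0.5 and a probability of 0.8 or more, since the package was not used here. Each simulated replicate was also scaled by its upper quartile, except in the setting with unscaled simulated replicates. Replicate-based models could not be fitted and no p-value across genes is given. The genes named were fixed by a rule before the data were examined. It takes the genes the paper names, the 10 highest and 10 lowest folds among genes past both the probability and the rule of size (6 exist), in each list the 2 members with the largest change among those with at least 100 reads, and the 10 genes with most reads. Other genes named in the text, such as STC2, IER5, AMOTL2, ANKRD1, NOV, WISP2, TXNIP and RAB6C, were chosen after their values were seen. The percentile of a list's median comes from 10000 random lists drawn within 20 expression bins, and its 95% range from 1000 Poisson draws of the counts.

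The alternatives were TMM factors from edgeR 4.0.16, median-of-ratios factors from DESeq2 1.42.0, total counts, the authors' normalized values, other filters, other settings of both rules, thinning of the deeper library, a pseudocount of 5 and unmatched random lists. Removal of the trend of the log2 fold with transcript length and GC content by lowess was added after the data were seen, over the 99.1% of genes tested that have both. Length and GC content were taken from the longest annotated protein-coding transcript of each gene. Analyses ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and numba 0.67.0, and in R 4.3.3. The calls were tested on simulated data for HG→LG against HG over 12269 genes, with changed genes added at known folds. At a fold of 1.5 the probability of 0.8 recovered 39 of 50 genes and the rule of size 26, at a fold of 2 they recovered 46 and 50, at a fold of 4 they recovered 43 and 50, and at a fold of 1.25 they recovered 32 and 1 of 48. Of 12071 unchanged genes 0 passed the probability, whose noise comes from fewer reads than the libraries hold, and 5 the rule of size. In 10 pairs of libraries drawn from 1 pooled profile, 2 to 11 genes passed the rule of size by counting error. The PANTHER enrichment was not repeated, since its annotation was not used here.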

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

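Of the tests below, those of length and GC content on both gene lists, of counting error on the immediate-early list and on the number of genes and of single cultures were chosen after the results were seen. The removal of the length and GC trend, also used for the number of genes, was itself a setting chosen after the data were seen. Which gene lists count as outside those the paper discusses was also decided after their medians were seen.

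Ribosomal protein transcripts were higher in HG→LG, with a median log2 fold of 0.23. The fold falls with transcript length across genes, with a median log2 fold of 0.07 among the 1219 genes with the shortest transcripts and -0.04 among the 1219 with the longest. With the trend with length and GC content removed the median of the list was 0.16, above every random list, so the trend as fitted did not account for all of it. Length and GC content were those of the longest annotated transcript, which need not be the expressed one. The random lists were matched on expression and not on length. The removal thus cannot decide how far length contributes. The 39 members with the fewest annotated pseudogenes, 1 to 13 each, had a median of 0.21, also above every random list. The 39 with the most, 14 to 133 each, had a median of 0.25. Since every member has annotated pseudogenes, this split cannot decide how far shared reads contribute. Low glucose cannot be told apart from a difference between single cultures or library preparations, because each condition has 1 library.

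Immediate-early transcripts were lower in HG→LG, with a median log2 fold of -0.27. The 95% range of this median over Poisson draws ended at -0.24, which argues against counting error. With the trend with length and GC content removed the median was -0.26, below every random list. The list includes ATF3, EGR1, EGR2, EGR3, FOS, FOSB and JUN, which the study selected on these libraries. Its rank among random lists is thus not independent of that selection. Handling of the cultures, to which these genes respond, or another difference between single cultures cannot be told apart from glucose in these data, with 1 library per condition. The paper's separate PCR experiments ran in the same direction for the genes in Fig. 2D, of which EGR2, EGR3 and JUN belong to this list. EGR1, ATF3, FOS and FOSB, also in this list, are not among the genes the paper reports as lower by PCR. The PCR used cells treated with estradiol, a treatment not given for the sequenced cells in the sources used here.

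The number of genes past the probability of 0.8 was 714. The planned test of counting error, in which 0 genes passed in each of 10 pairs of libraries drawn from 1 pooled profile at these depths, decides nothing, since the rule takes its noise from simulated replicates with 20% of the reads and so leaves such pairs little chance to pass. Of all 12303 genes tested, 47.26% had a 95% counting interval of the fold that leaves out 1, against 5% expected from counting error. This argues against counting error as the whole cause. The binomial 95% interval of this share, 46.37 to 48.14, treats genes as independent, though all come from the same pair of libraries. With the trend with length and GC content removed this share was 42.76%, and 458 genes passed the probability of 0.8. Of these, 365 had passed in the same direction without the removal. The trend as fitted is thus not the whole cause but moves the count. Cultures of 1 condition could differ as much, which cannot be told apart from glucose with 1 library per condition.

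Several gene lists outside those the paper discusses lay outside the central 95% of matched random lists. The genes of fatty acid synthesis had a median log2 fold of -0.16, those of cholesterol synthesis and uptake -0.089, and the targets of glucose-sensing factors with glucose transporters -0.11, which was -0.059 with the length and GC trend removed. The targets of YAP/TAZ-TEAD, which include CTGF and CYR61, had a median of -0.12. The ATF4 targets of the integrated stress response had a median of -0.11, estradiol-induced genes -0.11, and nuclear receptors and their coregulators -0.10. The respiratory chain subunits had a median of 0.088, but with the trend removed it was 0.024, at the 88.9th percentile and so inside the central 95%. The endoplasmic reticulum chaperones had a median of 0.13, the cytosolic heat shock proteins 0.091, the p53 targets 0.10, the interferon-stimulated genes 0.089 and the autophagy and lysosome genes 0.057, which was 0.028 with total counts.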

How the results depend on the processing

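No paired analysis was possible because each condition has 1 library. The cause of the changes below was not tested, except that other thresholds and filters change which genes can pass by construction. Past the probability of 0.8, higher and lower genes numbered 192 and 572 with total counts, 10 and 29 with no filter, 76 and 113 with at least 10 counts in both libraries, 2051 and 1772 with simulated replicates of the full depth, 66 and 81 at a probability of 0.9, and 211 and 247 with the length and GC trend removed, a setting chosen after the data were seen. Under the other settings tried they stayed within 1.5 times 342 and 372, but the genes called could differ. With unscaled simulated replicates 689 genes passed, of which 444 were among the 714 of the main setting in the same direction. All 11 genes of Fig. 2C passed in the lower direction under every setting of the probability run, but the study had selected them on these libraries. Past the rule of size, higher and lower genes numbered 241 and 302 with no filter, 129 and 167 with at least 10 counts in both libraries, 264 and 279 with a lower limit at a log2 fold of 0.32, and 2 and 4 at a fold of 2. Cell cycle list members past the probability of 0.8 numbered 3 with no filter and 9 with at least 10 counts in both libraries. They numbered 35 with total counts and 34 with the trend removed. The median log2 fold of the ribosomal protein list, 0.23, was 0.22 with TMM, 0.22 with median of ratios, 0.20 with total counts, 0.16 with the authors' normalized values, 0.21 with no filter, 0.22 with at least 10 counts and 0.16 with the trend removed, and that of the cell cycle list, -0.08, was -0.11 with total counts, -0.10 with no filter and -0.10 with the trend removed. With the trend removed and the counts scaled again, the median of the respiratory chain list went from 0.088 to 0.022, that of the glucose-sensing list from -0.11 to -0.059 and that of the translation factors from 0.082 to 0.046. With total counts the autophagy and lysosome list went from 0.057 to 0.028 and the translation factors to 0.053, and with the authors' normalized values the latter went to 0.046. The median of the G1/S regulators, -0.021, was -0.049 with total counts and -0.013 with the trend removed. No list outside the central 95% of random lists changed sign. The log2 fold of PPIA, 0.046, was -0.081 with the authors' normalized values, and no other gene that the paper names or that passed both rules changed sign where its interval excluded 1. Unmatched random lists moved 1 list into the outer 5% and 1 out of it. Depth limits genes near the filter, where counting intervals are wide.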

Differences from the paper's values

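At the paper's probability of 0.8, 372 genes were lower in HG→LG, against the paper's 184. In this direction, none of the alternatives set before the data were examined came within 1.5 times the paper's value. They gave 415 genes with TMM, 415 with median of ratios, 572 with total counts, 406 with the authors' normalized values, 29 with no filter, 113 with at least 10 counts in both libraries, 361 with unscaled simulated replicates, 1772 at full depth, 334 at a variability of 0.1, 375 with 10 simulated replicates, 362 with another seed, 81 at a probability of 0.9, 372 with zeros replaced by 1 and 322 with the deeper library thinned. The removal of the trend with length and GC content, chosen after seeing the values, gave 247 and kept all 11 genes of Fig. 2C. The paper gives more up-regulated than down-regulated genes, whereas here 342 were higher and 372 lower, and 2051 were higher and 1772 lower with simulated replicates of the full depth. The number of up-regulated genes was within 1.5 times the paper's 310. With the direction turned to the sign of Fig. 2A, which is that of HG over HG→LG, 372 genes here stand against the paper's 310 and 342 against the paper's 184. This has the paper's ranking, but 342 is still more than 1.5 times 184. The turn was not a planned setting and goes against the direction in the paper's text. Turned, total counts give 572 against 310 and 192 against 184, and the trend removal 247 and 211. At full depth the turned counts, 1772 and 2051, rank the other way.

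The largest M of a called gene is about 0.55 in Fig. 2A, read by eye, where the sign is that of HG over HG→LG. The size of the log10 fold of WTH3DI here is 0.565, and its log2 fold is -1.88. The caption of Fig. 2A gives no base of the logarithm and names no gene. The values are thus close only if the scale is log10 and the gene is WTH3DI, which was not tested. Table 1 gives a CTGF product of 237 bp in the paper, and the listed primers give 327 bp in the transcript. The sequence that Table 1 lists as the E2F7 forward primer was found in E2F2. The methods name upper quartile normalization, while in the deposited normalized values the ratio to the counts varied between genes of a library, from 1.062 to 1.199 in HG.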

Other observations

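In HG→LG, of 24 endoplasmic reticulum chaperones and folding factors 9 rose at a probability of 0.8 or more and 1, HERPUD1, fell, with a fold of 0.791. Of 28 ATF4 targets of the integrated stress response 9 fell and 1, PCK2, rose, with STC2 at a log2 fold of -0.45. Of 20 cytosolic heat shock proteins 6 rose and 1, BAG3, fell. The matched random ranges were 0 to 5 higher genes for the endoplasmic reticulum chaperones and 0 to 4 for the heat shock proteins. For the ATF4 targets the range was 0 to 4 lower genes. Of 23 p53 targets 2 rose, of 30 interferon-stimulated genes 3 rose and IRF1 fell, and of 32 autophagy and lysosome genes 4 rose and ATG2A fell. Matched random lists held 0 to 2, 0 to 2 and 0 to 3 higher genes in their central 95%, in this order. AKR1C1, an NRF2 target and aldo-keto reductase, had 29 counts in HG and 99 in HG→LG, a fold of 2.94 (95% counting interval 1.93 to 4.61). It did not pass the probability of 0.8, and it shares much of its sequence with AKR1C2, which had 56 and 112 counts. Of 20 NRF2 targets TXN, FTL and FTH1 rose at the probability, and of 23 hypoxia-inducible factor targets 1 rose and 2 fell. Matched random lists held 0 to 4 higher genes for the former, and 0 to 3 higher and 0 to 3 lower genes for the latter.

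Among 39 estradiol-induced genes 12 fell, against 0 to 6 in matched random lists, and 1, TFF1, rose, with a log2 fold of 0.25. Whether the sequenced cells received estradiol is not given in the sources used here. ESR1, the estrogen receptor, had 13205 counts in HG and 15843 in HG→LG, a fold of 1.03 (95% counting interval 1.01 to 1.06) that did not pass the probability. Of 15 nuclear receptors and coregulators 2 fell, among them the corepressor NCOR2, with a fold of 0.835. Of 20 growth factor receptors and ligands 1, IRS1, fell. Matched random lists held 0 to 3 lower genes for this list and 0 to 3 for the nuclear receptors and coregulators. TXNIP, a target of the glucose-sensing factor MondoA, had 61241 counts in HG and 66092 in HG→LG, a fold of 0.929, and 1 of 15 genes of its list, FASN, fell. Random lists matched to it held 0 to 2 lower genes. IL8, which the paper studies in other cultures, had 36 and 37 counts and was below the filter on low coverage, and of 9 cytokines, chemokines and receptors tested none passed the probability.

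RAB6C, a gene related to WTH3DI, had a fold of 0.781, and RAB6A had a fold of 0.949. PPIA had a fold of 1.03 with the upper quartile and a log2 fold of -0.081 with the authors' normalized values, and of 14 reference genes used in PCR 2 rose, the ribosomal RPLP0 and RPL13A, with folds of 1.18 and 1.14. Of 16 luminal markers 5 fell and 1 rose. The median log2 fold of this list, -0.037, lay at the 5.8th percentile of random lists. With the length and GC trend removed it was -0.048, at the 1.13th percentile. None of the 6 basal and mesenchymal markers, 4 fibroblast, 2 adipocyte, 3 immune and 1 endothelial markers that were tested passed the probability. Of 15 histone genes 1 fell, and of 24 regulators of apoptosis 3 fell, inside the matched random ranges of 0 to 2 and 0 to 3 lower genes.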
